# Intermittent hypoxia inhibits epinephrine-induced transcriptional changes in human aortic endothelial cells

**DOI:** 10.1038/s41598-022-21614-5

**Published:** 2022-10-13

**Authors:** Rengul Cetin-Atalay, Angelo Y. Meliton, Kaitlyn A. Sun, Mariel E. Glass, Parker S. Woods, Ying-Jie Peng, Yun Fang, Robert B. Hamanaka, Nanduri R. Prabhakar, Gökhan M. Mutlu

**Keywords:** Experimental models of disease, Molecular medicine

## Abstract

Obstructive sleep apnea (OSA) is an independent risk factor for cardiovascular disease. While intermittent hypoxia (IH) and catecholamine release play an important role in this increased risk, the mechanisms are incompletely understood. We have recently reported that IH causes endothelial cell (EC) activation, an early phenomenon in the development of cardiovascular disease, via IH-induced catecholamine release. Here, we investigated the effects of IH and epinephrine on gene expression in human aortic ECs using RNA-sequencing. We found a significant overlap between IH and epinephrine-induced differentially expressed genes (DEGs) including enrichment in leukocyte migration, cytokine-cytokine receptor interaction, cell adhesion and angiogenesis. Epinephrine caused higher number of DEGs compared to IH. Interestingly, IH when combined with epinephrine had an inhibitory effect on epinephrine-induced gene expression. Combination of IH and epinephrine induced *MT1G* (Metallothionein 1G), which has been shown to be highly expressed in ECs from parts of aorta (i.e., aortic arch) where atherosclerosis is more likely to occur. In conclusion, epinephrine has a greater effect than IH on EC gene expression in terms of number of genes and their expression level. IH inhibited the epinephrine-induced transcriptional response. Further investigation of the interaction between IH and epinephrine is needed to better understand how OSA causes cardiovascular disease.

## Introduction

Obstructive sleep apnea (OSA) is a highly prevalent sleep disorder in the adult population. The prevalence of OSA has been estimated to be up to 34% of adult men and 17% in adult women^1,2^. A recent analysis of global data estimated that close of 1 billion adults between the ages of 30 and 69 have OSA of which approximately half have moderate to severe OSA^3^. OSA is an independent risk factor for cardiovascular disease including hypertension, stroke, heart failure, coronary artery disease and atrial fibrillation^4–6^. Patients with cardiovascular disease have high prevalence of OSA (40–60%)^7^. In addition, severe OSA (apnea hypopnea index equal or greater than 30) is associated with increased cardiovascular and all-cause mortality^8^. However, the mechanisms by which OSA causes cardiovascular disease are not completely understood.

The pathophysiology of OSA includes intermittent hypoxia (IH), intermittent hypercapnia, intrathoracic pressure swings, arousals, and sleep fragmentation^9–12^. IH is a hallmark manifestation of OSA^10,13^. The severity of hypoxia or the hypoxia burden has recently been shown to be a strong predictor of cardiovascular and all-cause mortality in patients with OSA^14^. IH episodes lead to increased sympathetic tone and elevation of circulating and urinary catecholamine levels^9,10,15–19^. IH may thus mediate its effects either directly through the effects of hypoxia, or indirectly via catecholamines.

Endothelial cells (ECs) play an important role in the pathogenesis of cardiovascular disease. Activation of ECs characterized by the expression of pro-inflammatory cytokines and adhesion molecules, is an early process in the development of cardiovascular disease^20–24^. OSA may affect EC function as they are directly exposed to the changes in oxygen concentration as well as to circulating catecholamines. In fact, OSA patients exhibit markers of EC activation, which are reversed by CPAP treatment^20–22,25–27^.

Since EC activation or dysfunction may precede the development of cardiovascular disease, there has been significant interest into determining mechanisms by which OSA affects EC function. Studies evaluating the effects of IH on ECs have shown increased production of pro-inflammatory cytokines, and adhesion molecules consistent with EC activation^28–33^. Using gene array, Polotsky et al. found that short-term (8 h) exposure to human aortic endothelial cells (HAECs) led to increased expression of pro-inflammatory cytokines particularly IL-8 and NRF2 target genes; however, IH changed neither hypoxia-inducible factor-1α (*HIF1A*) nor HIF target gene expression^28^. Similar to HAECs, murine lung ECs also increased the expression of cytokines in response to IH^29^. Interestingly, in this case, IH reduced the expression of genes involved in the management of oxidative stress. While short-term (4–24 h) exposure to IH was well-tolerated, longer exposures to IH led to cell death. Exposure of human umbilical vein ECs (HUVECs) to IH induced the expression of adhesion molecules and endothelial-cell-specific molecule-1^30^. In contrast to Polotsky et al., IH-induced changes were found to be HIF-dependent. Other studies using HUVECs^31^ and HAECs^32^ showed increased permeability evidenced by decreased transendothelial electrical resistance and increased expression of vascular endothelial cadherin (VE-cadherin). IH-induced increased permeability in HAECs was both HIF and oxidant dependent^32^.

In contrast to these studies showing that IH may directly cause EC activation, we have recently shown that EC activation occurs indirectly via catecholamines in a murine model of OSA^34^. We found that EC activation in mice subjected to IH mimicking changes in blood O_2_ saturation in OSA was abolished when catecholamine release was inhibited by carotid body ablation, adrenalectomy or by chemical sympathectomy and thus, was not due to direct effect of IH, but rather indirectly through IH-induced sympathetic activation-derived epinephrine^34^. While our recent findings provide a novel mechanistic role for IH-induced sympathetic activation in EC activation, our previous study analyzed a limited number of genes involved in inflammation and immune cell adhesion that were implicated in EC activation. Building on our recent findings, in this study we sought to determine the gene expression changes in ECs induced by IH and epinephrine alone or together using an unbiased approach with RNA-seq, and to test the hypothesis that epinephrine modulates the effect of IH-induced gene expression changes in ECs.

## Results

### Exposure to IH induces genes that are involved in leukocyte migration, angiogenesis, and extracellular matrix organization

We have recently shown that exposure of mice to IH to model blood O_2_ desaturations encountered during OSA activates ECs as evidenced by increased expression of pro-inflammatory cytokines and adhesion molecules^34^. Moreover, our studies using clinically relevant hypoxia levels showed that IH does not cause EC activation directly but indirectly via sympathetic nervous system activation and catecholamine release. We sought to expand this initial study by using RNA-sequencing to determine the effects of IH and epinephrine on EC gene expression in an unbiased manner. We first exposed human aortic endothelial cells (HAECs) to normoxia (20% O_2_) or IH (5% O_2_) for 60 cycles and collected RNA for sequencing. 

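HAECs are primary endothelial cells of the human aorta, kept here under medium that flowed at 5 ml per min. One IH cycle was 2 min of medium at 5% O_2_ followed by 5 min at 20% O_2_, so 60 cycles lasted 7 h. Polyadenylated RNA of 3 biological replicates per group was sequenced as 100 bp paired-end reads on an Illumina NovaSeq instrument. The authors pseudoaligned the reads of each library to transcripts with kallisto 0.44.0. They deposited an effective length, an estimated count and a TPM value for each transcript, without pooling replicates. A pseudoaligner divides a read that matches several transcripts among them, so the estimated counts are expected counts and need not be whole. The 12 libraries cover 4 groups of 3, namely normoxia, IH, epinephrine under normoxia and IH + epinephrine.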

Control cells were exposed to normoxia (20% O_2_) contemporaneously. 

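Estimated counts of the 3 normoxia libraries summed to between 24422196 and 30898356, with a median of 27977733. Those of the 3 IH libraries summed to between 26036850 and 26787759, with a median of 26758532. Transcripts were assigned to genes by their identifiers in GENCODE v44 on GRCh38, which is also the source of the gene positions given here. Of the transcripts in the files, 167067 (88.5%) had a match, and they held between 96.6% and 96.8% of the counts of each library. Counts were summed over the transcripts of a gene and rounded to whole numbers. The filterByExpr function of edgeR, with a minimum count of 10 and a minimum total of 15, kept 14037 genes. Library sizes were scaled by TMM, and expression is given as counts scaled to a common library size (CPM), mean ± SD of 3 libraries. Differences between groups were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 14037 genes, with the 12 libraries in one fit. A gene was called differentially expressed at an adjusted p of 0.05 or less and a fold change of 2 or more, the thresholds of Fig. 1. Each comparison was also fitted with the replicate number as a block. Normoxia and IH libraries with the same number did not deviate together from their group means, with a mean correlation across genes of 0.0240 (range -0.123 to 0.102).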

We did not observe any morphological changes in EC exposed to IH compared to control cells (Supplementary Figure S1). We measured O_2_ concentrations in media in which the cells were intermittently exposed. At 37 °C, the dissolved O_2_ content in normoxia media ranged from 6.2 to 6.7 mg/l (99.18–99.58% air (20% O_2_)-saturated). In the hypoxia media, the dissolved O_2_ content ranged from 1.4 to 1.7 mg/l (20.81–25.27% hypoxia (5% O_2_-saturated).

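Distances between the 3 normoxia and the 3 IH libraries were computed as leading log2 fold changes, the root mean square over the 500 genes that differed most within each pair of libraries. Of 13488 genes in these 6 libraries, this gave a mean distance of 2.01 between the groups and 1.81 within them. The difference of 0.20 was the largest among the 10 ways to divide the 6 libraries (exact permutation test, one-sided p = 0.1, the smallest p that 3 libraries against 3 allow). The first dimension carried 30.7% of the variance. On it the normoxia libraries lay between -0.93 and -0.36 and the IH libraries between 0.54 and 0.79.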

Multi-dimensional scaling (MDS) plot showed linearly separable groups of gene expressions between normoxia- and IH-exposed ECs (Fig. 1a). Analysis of RNA-seq data showed 184 differentially expressed genes (DEGs) between normoxia- and IH-exposed HAECs. Compared to normoxia control, exposure to IH caused upregulation of 50 genes and downregulated 134 genes (Fig. 1b). 

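Of 14037 genes tested, 454 were differentially expressed between IH and normoxia by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 225 higher and 229 lower under IH. Their median absolute log2 fold change was 1.32. Mean expression was under 5 CPM in 211 of them (46.5%). With the replicate number as a block, 446 genes were differentially expressed (215 higher, 231 lower), of which 428 were among the 454. Leaving out each of the 12 libraries in turn gave between 363 and 476 genes. Without the fold change threshold there were 3263 genes, and with a test against a fold change of 2 there were 22 (4 higher, 18 lower). PHGDH (ENSG00000092621, chromosome 1 from 119648411 to 119744218) fell from 10.6 ± 0.181 to 2.82 ± 0.336 CPM (SD, n = 3), a log2 fold change -1.91 (standard error 0.12, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 1.6e-06). For NUP210 (ENSG00000132182, chromosome 3 from 13316235 to 13420322), the values were 1.53 ± 0.264 and 0.366 ± 0.0503 CPM, a log2 fold change -2.03 (standard error 0.29, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00037). ENPP2 (ENSG00000136960, chromosome 8 from 119557086 to 119673453) had at most 3 counts in every normoxia library and 0.675 ± 0.246 CPM under IH, at least 5.41-fold higher. FANCB (ENSG00000181544) had the lowest log2 fold change, -3.51 (standard error 0.43, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00011). This value ran from -4.77 to -3.01 with single libraries left out, and the smallest fall over all alternatives was -2.13. Of the distinct 31-base sequences in the transcripts of FANCB, 16.4% also occur in other genes, most in NPM1. TGIF2-RAB5IF and RAB6D had the highest, but they share 96.5% and 60.6% of their 31-base sequences with other genes and had no count in any normoxia library.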

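HIF1A (ENSG00000100644, chromosome 14 from 61695513 to 61748259) encodes the alpha subunit of hypoxia-inducible factor 1. Its expression was 198 ± 4.04 CPM in normoxia and 198 ± 1.66 CPM under IH (SD, n = 3). The log2 fold change was 0.0044 with a standard error of 0.055 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.97), less than the spread between replicates. After blocking on the replicate number it was 0.0046. Its sign changed between alternatives, from -0.035 without a count filter to 0.043 with upper quartile normalization.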

*HIF1A* was not included among the DEGs under IH. We confirmed that IH did not induce HIF-1α protein or gene expression (Supplementary Figure S2). IH also failed to induce HIF target genes (VEGFA, EGLN3) (Supplementary Figure S2). *SELE*, which encodes E-selectin was identified as the top upregulated gene by IH (Fig. 1b). 

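SELE (ENSG00000007908) lies on chromosome 1 from 169722640 to 169764705, on the minus strand, and none of its 31-base sequences occur in another gene. Its expression rose from 29.0 ± 4.38 CPM in normoxia to 169 ± 39.5 CPM under IH (SD, n = 3), with a log2 fold change of 2.55 and a standard error of 0.42 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.00093). It stayed between 2.33 and 2.66 when each library was left out in turn, and was 2.56 with the replicate number as a block. Among the 225 genes higher under IH, SELE ranked 13 by log2 fold change and 50 by p-value. It ranked 1 by log2 fold change among the 46 of them that averaged at least 5 CPM in both groups and 3 among the 80 that did so in either group, limits chosen after the values were seen.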

E-selectin is a cell adhesion molecule that is expressed only on endothelial cells in response to cytokines^35^. *SELE* is involved in the adhesion of neutrophils to the cytokine-activated endothelium^36^. 

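FABP4 (ENSG00000170323, chromosome 8 from 81478419 to 81483236) had 13.0 ± 5.25 CPM in normoxia and 36.3 ± 6.76 CPM under IH (SD, n = 3), a log2 fold change 1.46 (standard error 0.43, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.027). With single libraries left out, its adjusted p ran from 0.0049 to 0.093 (edgeR quasi-likelihood, Benjamini-Hochberg), highest without normoxia replicate 2. It reached 1.00 over the alternatives, which include a test against a fold change of 2 in place of one against no change. PLA2G4C (ENSG00000105499, chromosome 19 from 48047843 to 48110817) rose from 9.71 ± 0.504 to 29.3 ± 1.37 CPM, a log2 fold change 1.59 (standard error 0.092, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 1.3e-06). EFNA1 (ENSG00000169242, chromosome 1 from 155127876 to 155134899) rose from 6.66 ± 1.04 to 17.6 ± 1.81 CPM, a log2 fold change 1.39 (standard error 0.19, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00026). Expression of CD34 (ENSG00000174059, chromosome 1 from 207880972 to 207911402) was 35.6 ± 7.19 CPM in normoxia and 88.1 ± 6.46 CPM under IH, a log2 fold change 1.3002 (standard error 0.12, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 8.7e-06). The differences in PLA2G4C, EFNA1 and CD34 were larger than the spread between replicates, and each of the 3 IH libraries exceeded each normoxia library. By p-value, PLA2G4C ranked 1, CD34 ranked 9, EFNA1 ranked 33 and FABP4 ranked 173 among the 225 genes higher under IH.

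**Figure D1:**
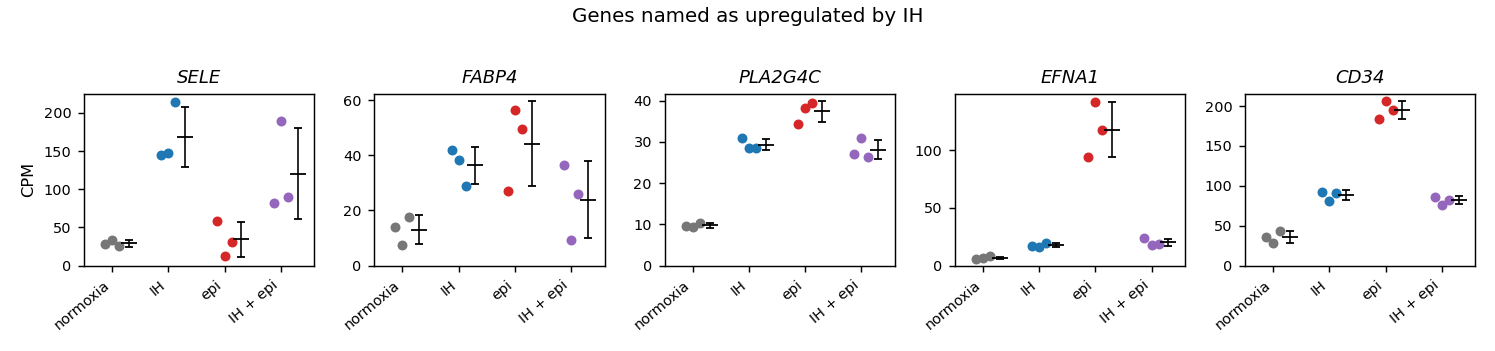
Expression of SELE, FABP4, PLA2G4C, EFNA1 and CD34 in HAECs, in TMM-scaled CPM (vertical axes), by group (horizontal axes). Each point is 1 library and the bar beside them is the mean ± SD of 3 libraries. PLA2G4C lies at 9.71 ± 0.504 CPM in normoxia and 29.3 ± 1.37 CPM under IH.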

Other top upregulated genes included Fatty acid binding protein 4 (*FABP4*), Cytosolic phospholipase A2 gamma (*PLA2G4C*), Ephrin A1 (*EFNA1*), and Hematopoietic progenitor cell antigen CD34 (*CD34*). FABP4 plays an important role in angiogenesis. Increased expression causes endothelial dysfunction and is associated with cardiovascular disease^37^. EFNA1 was initially discovered as a TNF-induced protein in human umbilical vein endothelial cells and increases adhesion and migration of ECs^38^. CD34 is an important adhesion molecule that regulates immune cell migration. Using qPCR, we confirmed the IH-induced increase in the expression of these genes except for *EFNA1* (Fig. 1c).

**Figure 1:**
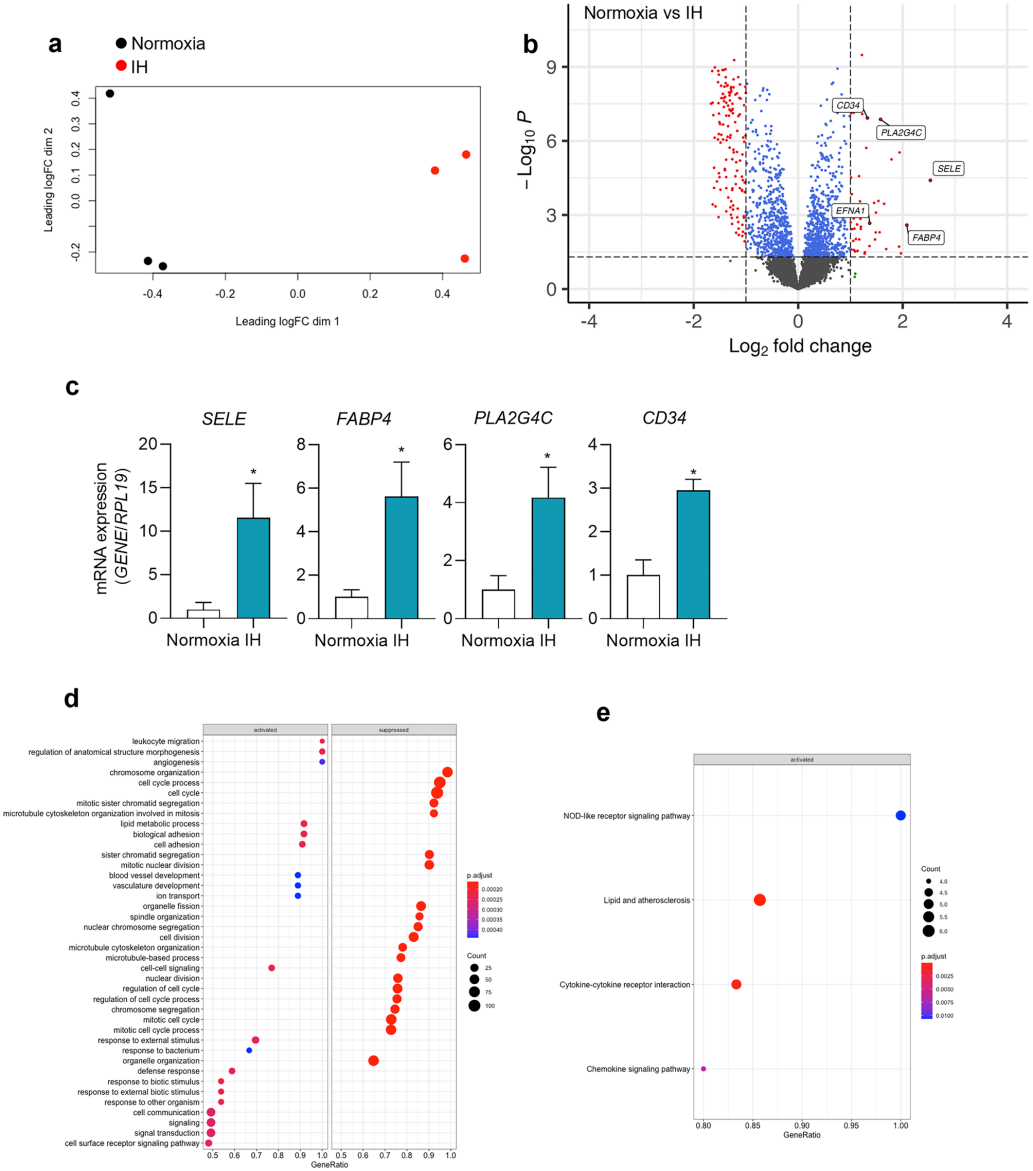
Transcriptional changes in human aortic endothelial cells after exposure to intermittent hypoxia. Human Aortic Endothelial Cells (HAECs) were exposed to 60 cycles of IH (5%-20% O_2_) or normoxia (20% O_2_) (control). RNA-sequencing was performed from RNA isolated from 3 biological replicates. (**a**) Multidimensional scaling plot of differentially expressed genes in HAECs under IH compared to control normoxia. LogFC dim 1, and dim 2: base 2 logarithm of fold change dimension 1 and 2. (**b**) Volcano plot of -Log10 (*p* values) vs. Log2 fold change for DEGs and top significantly upregulated genes in IH. The -log10 (*p* values) represents the level of significance of each gene while log2 fold change represents the difference between the levels of expression for each gene. (**c**) Using qPCR, we measured mRNA expression of E-selectin (*SELE*), Fatty acid binding protein 4 (*FABP4*), Cytosolic phospholipase A2 gamma (*PLA2G4C*), and Hematopoietic progenitor cell antigen CD34 (*CD34*) in HAECs under control normoxia and IH (data are shown as mean ± SD, *n* = 6, biologic replicates). *p < 0.05. Parameters for DEG significance were set to absolute fold change ≥ 2 and FDR adjusted *p* value ≤ 0.05. Activated and suppressed (**d**) gene ontology biological processes (GO BP) and (**e**) activated KEGG pathways were identified by gene set enrichment analysis of DEGs in HAECs under IH compared to normoxia. The raw source data for RNA-seq are accessible via GEO (GSE205050). https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE205050.

To better interpret the gene expression data, we performed gene ontology biological process (GO BP) enrichment analysis (Fig. 1d) and KEGG pathway enrichment analysis (Fig. 1e). 

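Gene Ontology and KEGG gene sets were not used here. Short lists of genes for the processes the paper names stood in for them, 14 lists in all, and were tested with limma's camera test at its default inter-gene correlation of 0.01. Genes of leukocyte adhesion and migration rose by a mean log2 fold change of 0.81 under IH, with 24 of 26 genes higher and 8 of them differentially expressed (limma's camera test, Benjamini-Hochberg adjusted p = 1.7e-09). The mean of the extracellular matrix genes rose by 0.28, with 41 of 57 higher and 5 differentially expressed (limma's camera test, adjusted p = 2.2e-10). For blood vessel development it rose by 0.403, with 38 of 45 higher and 6 differentially expressed (limma's camera test, adjusted p = 8.3e-07). In the fit blocked on replicate number, the means were 0.81, 0.29 and 0.41. In each of the 3 lists, the mean log2 CPM of every IH library exceeded that of every normoxia library (exact permutation test, two-sided p = 0.1, the smallest p that 3 against 3 allow). Estimating the inter-gene correlation from the data moved the p-values most, to 0.055 for blood vessel development (limma's camera test, adjusted).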

GO BP enrichment analysis showed that leukocyte migration, extracellular matrix organization, cell adhesion and blood vessel development biological processes were activated under IH (Fig. 1d). In contrast, IH suppressed cell division, microtubule based process, and regulation of cell cycle biological processes. 

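All 54 genes of the G2/M list were lower under IH than in normoxia, 43 of them differentially expressed. Their mean log2 fold change was -1.23 (limma's camera test, Benjamini-Hochberg adjusted p = 5.2e-108). The mean log2 CPM of the list was 6.22 ± 0.0701 in normoxia and 4.99 ± 0.0822 under IH (SD, n = 3, exact permutation test, two-sided p = 0.1, the smallest possible). Of 43 genes of the S phase list, 42 were lower and 26 differentially expressed, a mean log2 fold change of -0.95 (limma's camera test, adjusted p = 4.0e-53). Under the replicate block, the means were -1.23 and -0.95.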

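Genes of cytokines and chemokines rose by a mean log2 fold change of 0.79 in HAECs under IH, with 24 of 28 higher and 8 differentially expressed (limma's camera test, Benjamini-Hochberg adjusted p = 1.8e-06). With the replicate number as a block the mean was 0.79. With the inter-gene correlation estimated from the data, the adjusted p of limma's camera test was 0.12. CXCL8 (ENSG00000169429, chromosome 4 from 73740519 to 73743716) rose from 26.0 ± 10.7 to 102 ± 48.5 CPM (SD, n = 3), a log2 fold change 1.99 (standard error 0.57, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.024). With single libraries left out, its adjusted p ran from 0.0023 to 0.093 (edgeR quasi-likelihood, Benjamini-Hochberg), highest without IH replicate 3. Over the alternatives it ranged from 0.0018 to 1.00. These include a test against a fold change of 2 in place of one against no change. CCL2 (ENSG00000108691, chromosome 17 from 34255274 to 34257208) rose from 8.43 ± 1.92 to 25.0 ± 7.57 CPM, a log2 fold change 1.58 (standard error 0.39, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.012). CXCL2 (ENSG00000081041, chromosome 4 from 74097040 to 74099196) rose from 0.975 ± 0.527 to 4.54 ± 1.41 CPM, a log2 fold change 2.26 (standard error 0.704, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.035). Of the distinct 31-base sequences in the transcripts of CXCL2, 23.5% also occur in other genes, most in CXCL3. ICAM1 (ENSG00000090339, chromosome 19 from 10271093 to 10286615), which encodes an adhesion molecule of the lipid and atherosclerosis pathway, rose from 72.3 ± 1.73 to 132 ± 11.7 CPM. Its log2 fold change of 0.87 (standard error 0.078, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 8.8e-06) was below the fold change threshold.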

KEGG pathway enrichment analysis (Fig. 1e) showed that NOD-like receptor signaling pathway, lipid and atherosclerosis, cytokine-cytokine receptor interaction and chemokine signaling pathways were activated under IH. These results suggest that exposure of ECs to IH alone can alter the expression of genes enriched in pathways that have been previously shown to be associated with the development of cardiovascular disease.

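Of the 14 gene lists, 10 differed between IH and normoxia at an adjusted p of 0.05 or less in limma's camera test, and 10 did with the replicate number as a block. The number was 6 with the inter-gene correlation estimated from the data and 13 with the fry rotation test of limma. Camera with its default correlation also passed many lists in other divisions of these libraries. Among splits of the 6 libraries that part same-numbered libraries, another gave 10 lists as well. No such split other than that of IH and normoxia gave any differentially expressed gene at these thresholds. Each of the others mixes IH and normoxia libraries, which widens the spread within its groups, so this decides nothing about chance. From the processes enriched in Fig. 1d,e, the paper proposes that IH alone can change genes of pathways tied to cardiovascular disease.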

### Epinephrine also induces genes that are involved in leukocyte migration, angiogenesis, and matrix organization

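Epinephrine is a catecholamine that acts on adrenergic receptors. Cells in the epinephrine group received 10 µM epinephrine in medium at 20% O_2_ for 7 h, and the 3 normoxia libraries served as their control. Estimated counts of the 3 epinephrine libraries summed to between 23913171 and 27523442, with a median of 27458113. The median over all 12 libraries was 26863308. TMM factors of the 12 libraries lay between 0.963 and 1.02. The 10 most abundant genes took between 8.70% and 9.82% of the counts of a library. Gene counts, filter and test were those used for IH, in the same fit. Epinephrine and normoxia libraries with the same replicate number deviated from their group means with a mean correlation of 0.00486 across genes (range -0.0375 to 0.0347).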

To determine the effect of epinephrine on EC gene expression, we treated HAECs cultured under normoxia with epinephrine (10 µM) or control for 7 h, which corresponds to the time of 60 cycles of IH and collected RNA for sequencing. 

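Over 13543 genes, the mean leading log2 fold change distance was 2.68 between the 3 epinephrine and the 3 normoxia libraries and 1.80 within the groups. The difference of 0.88 was the largest of the 10 possible divisions (exact permutation test, one-sided p = 0.1, the smallest p for 3 against 3). The first dimension carried 54.0% of the variance, with normoxia libraries between -1.17 and -1.03 and epinephrine libraries between 0.94 and 1.23.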

MDS plot clearly showed separate gene expressions clusters of control and epinephrine treatment (Fig. 2a). Analysis of RNA-seq data showed that compared to IH alone, epinephrine caused a higher number of significant DEGs. There were 635 DEGs between vehicle- and epinephrine-treated HAECs. Compared to control treatment, epinephrine treatment upregulated the expression of 329 genes and downregulated 306 genes.

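By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1728 of 14037 genes differed between epinephrine and normoxia at a fold change of 2 or more, 999 higher and 729 lower with epinephrine. The median absolute log2 fold change was 1.41. Mean expression was under 5 CPM in 791 (45.8%). After blocking on the replicate number, 1736 genes were differentially expressed (1002 higher, 734 lower), 1705 of them among the 1728. The number lay between 1576 and 1798 when each library was left out in turn. OVOL1 (ENSG00000172818, chromosome 11 from 65787063 to 65797214) had at most 3 counts in each normoxia library and 1.91 ± 0.220 CPM with epinephrine (SD, n = 3), at least 15.3-fold higher. NR4A3 (ENSG00000119508, chromosome 9 from 99821855 to 99866891) rose from 0.791 ± 0.153 to 26.1 ± 11.0 CPM, a log2 fold change 5.02 (standard error 0.39, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 4.8e-07). TMEM100 (ENSG00000166292, chromosome 17 from 55719627 to 55732121) fell from 6.77 ± 2.34 to 0.220 ± 0.274 CPM, a log2 fold change -4.91 (standard error 0.76, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00014). This value ran from -6.72 to -4.39 with single libraries left out. ZNF804A (ENSG00000170396, chromosome 2 from 184598529 to 184939492) had 1.51 ± 0.637 CPM in normoxia and no count in any epinephrine library, at least 11.6-fold lower.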

**Figure 2:**
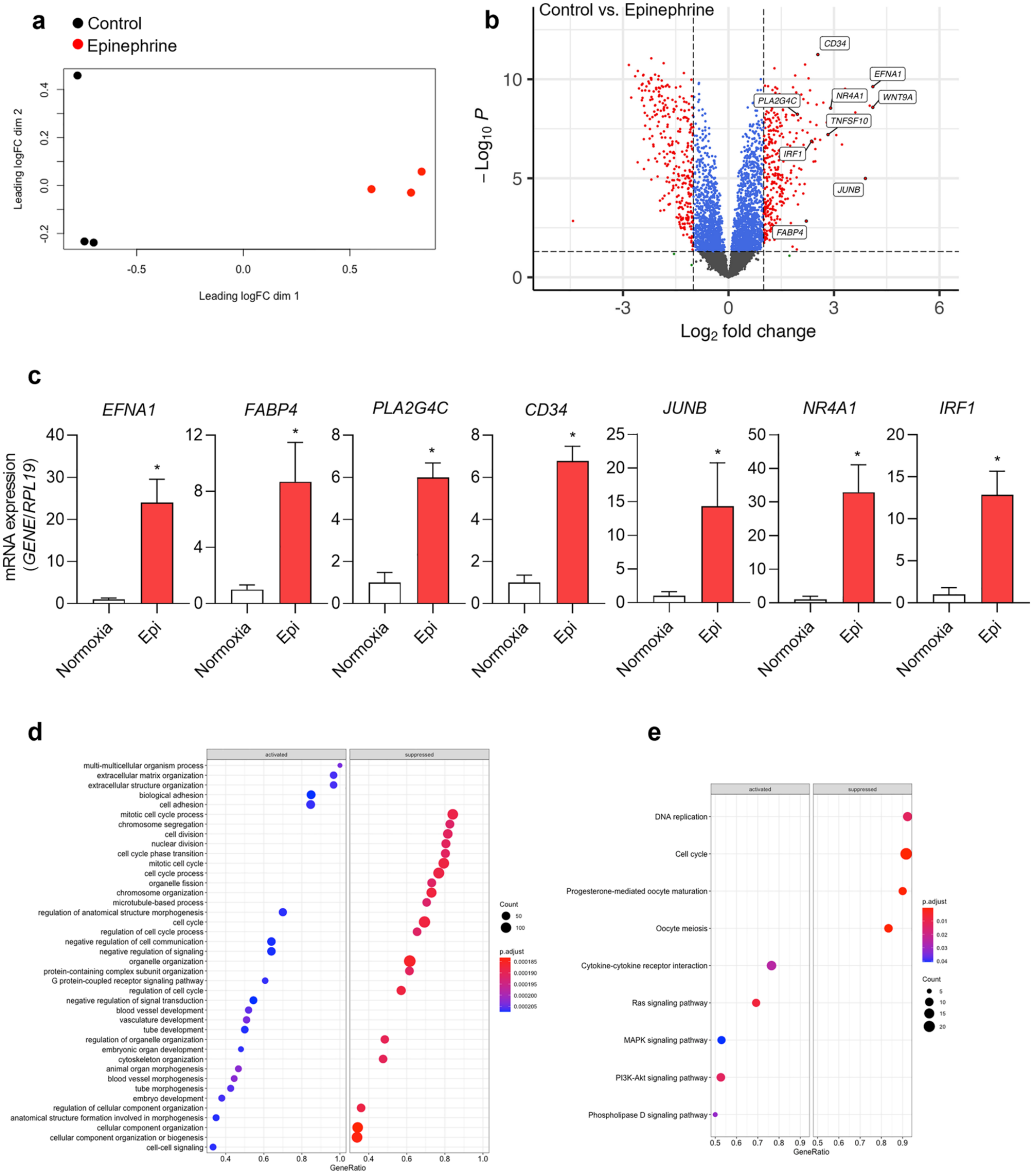
Transcriptional changes in human aortic endothelial cells after treatment with epinephrine. HAECs were treated with epinephrine (10 µM) or vehicle control for 7 h under normoxia (20% O_2_) using the perfusion system. RNA-sequencing was performed from RNA isolated 3 biological replicates. (**a**) Multidimensional scaling plot of differentially expressed genes in HAECs treated with epinephrine or vehicle control. LogFC dim 1, and dim 2: base 2 logarithm of fold change dimension 1 and 2. (**b**) Volcano plot of -Log10 (*p* values) vs. Log2 fold change for DEGs and top significantly upregulated genes upon epinephrine treatment. The -log10 (*p* values) represents the level of significance of each gene while log2 fold change represents the difference between the levels of expression for each gene. (**c**) Using qPCR, we measured mRNA expression of *EFNA1*, *FABP4*, *PLA2G4C*, *CD34*, Transcription factor jun-B (*JUNB*), Nuclear receptor subfamily 4 group A member 1 (*NR4A1*) and Interferon regulatory factor 1 (*IRF1*) in HAECs under control normoxia and IH (data are shown as mean ± SD, *n* = 6, biologic replicates). *p < 0.05. Parameters for DEG significance were set to absolute fold change ≥ 2 and FDR adjusted *p* value ≤ 0.05. Activated and suppressed gene (**d**) ontology biological processes (GO BP) and (**e**) activated and suppressed KEGG pathways were identified by gene set enrichment analysis of DEGs in HAECs treated with epinephrine compared to control treatment.

*EFNA1* was the top upregulated gene by epinephrine (Fig. 2b). In addition to *EFNA1*, which was also upregulated by IH, epinephrine induced the expression of genes that were also upregulated by IH such as *FABP4*, *PLA2G4C*, *EFNA1*, and *CD34* (Figs. 1b, 2b). 

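EFNA1 rose from 6.66 ± 1.04 CPM in normoxia to 118 ± 23.7 CPM with epinephrine (SD, n = 3), with a log2 fold change of 4.14 and a standard error of 0.17 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 1.5e-08). It was 4.13 with the replicate number as a block and between 3.98 and 4.28 with single libraries left out. Among the 999 genes higher with epinephrine, EFNA1 ranked 1 by p-value and 11 by log2 fold change. It ranked 1 by log2 fold change among the 374 of them that averaged at least 5 CPM in both groups and 5 among the 549 that did so in either group, limits chosen after the values were seen.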

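FABP4 reached 44.2 ± 15.4 CPM with epinephrine (SD, n = 3), a log2 fold change 1.74 (standard error 0.43, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0041) against normoxia. PLA2G4C reached 37.4 ± 2.66 CPM, a log2 fold change 1.94 (standard error 0.090, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 2.0e-08). CD34 reached 195 ± 11.0 CPM, a log2 fold change 2.45 (standard error 0.12, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 2.2e-08). The difference between the epinephrine and the IH groups was tested as well. For EFNA1 the log2 fold change of epinephrine against IH was 2.75 and for CD34 1.15 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 2.8e-07 and 9.0e-06). For PLA2G4C it was 0.35 (adjusted p = 0.0043 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). FABP4 did not differ detectably between epinephrine and IH, at 0.28 (standard error 0.39, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.61).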

Top genes upregulated by epinephrine included *JUNB*, *NR4A1* and *IRF1*. 

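JUNB (ENSG00000171223, chromosome 19 from 12791486 to 12793315) rose from 4.92 ± 1.52 to 73.8 ± 40.3 CPM with epinephrine (SD, n = 3), a log2 fold change 3.92 (standard error 0.44, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 1.0e-05). Of the distinct 31-base sequences in the transcripts of JUNB, 12.7% also occur in other genes, most in HOOK2. NR4A1 (ENSG00000123358, chromosome 12 from 52022832 to 52059507) rose from 13.3 ± 1.64 to 123 ± 25.4 CPM, a log2 fold change 3.21 (standard error 0.18, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 3.8e-08). IRF1 (ENSG00000125347, chromosome 5 from 132440440 to 132508719) rose from 2.72 ± 0.119 to 14.4 ± 2.27 CPM, a log2 fold change 2.405 (standard error 0.19, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 4.6e-07). Of the distinct 31-base sequences in the transcripts of IRF1, 13.2% also occur in other genes, most in FAM153CP. All 3 epinephrine libraries exceeded all 3 normoxia libraries in each gene. By log2 fold change, JUNB ranked 18, NR4A1 ranked 41 and IRF1 ranked 130 of the 999 genes higher with epinephrine. Under IH alone, NR4A1 and IRF1 changed by a log2 fold change of 0.93 and 0.75 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0036 and 0.030), below the fold change threshold. JUNB had a log2 fold change 1.14 (standard error 0.52, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.14) under IH. Its adjusted p was 0.049 with the replicate number as a block, and with edgeR's likelihood ratio test 0.028 (edgeR, Benjamini-Hochberg), both past the threshold.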

*JUNB* (Transcription factor jun-B) is required for endothelial morphogenesis^39^. *NR4A1* (Nuclear receptor subfamily 4 group A member 1) is expressed highly in aortic ECs in response to oxidized low-density lipoprotein in vitro or isolated from high-fat treated mice *in vivo*^40^. It plays an important role in atherosclerosis formation. *IRF1* (Interferon regulatory factor 1) is induced in ECs by inflammatory stimuli such as LPS and regulates VCAM-1 expression independent of NF-κB, but not E-selectin expression^41^. Genes that were upregulated by epinephrine were validated by qPCR (Fig. 2c).

To better interpret the comparative gene expression data, we performed GO BP enrichment analysis (Fig. 2d) and KEGG pathway enrichment analysis with the significant DEG set (Fig. 2e). GO BP enrichment analysis showed that extracellular matrix organization, cell adhesion, leukocyte migration, and blood vessel development biological processes were activated in response to epinephrine treatment (Fig. 2d). In contrast, epinephrine suppressed DNA repair, organelle organization, and cell cycle biological processes. 

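With epinephrine, the extracellular matrix list rose by a mean log2 fold change of 0.53, with 42 of 57 genes higher, 13 differentially expressed upward and 1 downward (limma's camera test, Benjamini-Hochberg adjusted p = 2.0e-10). Genes of leukocyte adhesion and migration rose by a mean of 0.78, with 23 of 26 higher (limma's camera test, adjusted p = 1.7e-05), and those of blood vessel development by 0.69, with 34 of 45 higher (limma's camera test, adjusted p = 8.3e-06). In the fit blocked on replicate number, the 3 means were 0.53, 0.79 and 0.69. Every epinephrine library exceeded every normoxia library in the mean log2 CPM of each list (exact permutation test, two-sided p = 0.1, the smallest for 3 against 3). With the inter-gene correlation estimated from the data, the adjusted p of limma's camera test was 0.050 for leukocyte adhesion and migration and 0.079 for blood vessel development.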

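Every one of the 54 G2/M genes was lower with epinephrine than in normoxia, and 44 were differentially expressed. The mean log2 fold change was -1.84 (limma's camera test, Benjamini-Hochberg adjusted p = 1.3e-72), and -1.84 with the replicate number as a block. The mean log2 CPM of the list was 4.38 ± 0.130 with epinephrine (SD, n = 3, exact permutation test against normoxia, two-sided p = 0.1, the smallest possible). Of 43 S phase genes, 41 were lower and 31 differentially expressed, with a mean log2 fold change of -1.21 (limma's camera test, adjusted p = 7.7e-29). Genes of DNA repair and organelle organization were not analysed here as lists of their own.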

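The list of cytokines and chemokines rose by a mean log2 fold change of 1.13 in HAECs treated with epinephrine, with 24 of 28 genes higher. Of these genes, 14 were differentially expressed upward and 2 downward (limma's camera test, Benjamini-Hochberg adjusted p = 0.00029). Under the replicate block the mean was 1.13. With the inter-gene correlation estimated from the data, the adjusted p of limma's camera test was 0.23. Ras, MAPK, PI3K-Akt and phospholipase D signaling were not analysed here.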

KEGG pathway enrichment analysis (Fig. 2e) showed that cytokine-cytokine receptor interaction, Ras signaling, MAPK signaling, PI3K-Akt signaling, and Phospholipase D signaling pathways were activated in response to epinephrine. Epinephrine suppressed DNA replication and cell cycle pathways. These results suggest that similar to IH alone, epinephrine can independently alter the expression of genes enriched in pathways that have been previously shown to be associated with the development of cardiovascular disease.

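All 36 genes of the DNA replication list were lower with epinephrine, 24 of them differentially expressed. The mean log2 fold change was -1.18 (limma's camera test, Benjamini-Hochberg adjusted p = 1.2e-24), and -1.18 with the replicate number as a block. The mean log2 CPM of the list fell from 4.93 ± 0.0866 in normoxia to 3.75 ± 0.113 (SD, n = 3), with no overlap between the groups.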

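For epinephrine against normoxia, 11 of the 14 gene lists had an adjusted p of 0.05 or less in limma's camera test, and 11 with the replicate number as a block. With the inter-gene correlation estimated from the data, 5 remained under the threshold. Among splits of the 6 libraries that part same-numbered libraries, another also gave 11 lists. None other than the real one gave a differentially expressed gene. The others mix epinephrine and normoxia libraries, which widens the spread within their groups, so this decides nothing about chance. From these enriched processes and from their likeness to those under IH, the paper proposes that epinephrine acting by itself can change genes of pathways linked to cardiovascular disease.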

### Epinephrine induces significantly higher number of DEGs compared to IH in endothelial cells

Compared to IH, epinephrine caused a significantly higher number of DEGs in ECs (635 vs. 184). Furthermore, comparison of the expression levels of top significantly upregulated genes by IH showed that the extent of upregulation of the majority of genes were higher in epinephrine treated cells compared to IH (Fig. 3a). 

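Epinephrine had 1728 differentially expressed genes in the files and IH had 454, in 2 comparisons that share the normoxia libraries. The order held under every alternative tested, including the replicate block. In a direct comparison of the groups, 817 of 14037 genes differed between epinephrine and IH by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 409 higher and 408 lower with epinephrine. With the replicate number as a block, 808 did (405 higher, 403 lower), with a mean correlation of 0.0120 between same-numbered libraries. Across the 1728 genes, the slope of the IH effect on the epinephrine effect was 0.42 on the log2 scale, which describes these genes and is not a test, since genes are not replicates.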

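Of the 225 genes higher under IH, 136 (60.4%, Wilson 95% confidence interval 53.9% to 66.6%) had a larger log2 fold change with epinephrine than under IH. The interval treats genes as independent, which they are not. Median log2 fold changes of these genes were 1.38 under IH and 1.59 with epinephrine. In the direct comparison of epinephrine with IH (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the list), 53 of the 225 genes were higher with epinephrine and 19 were lower. Adjusted over all 14037 genes, 54 were higher and 19 lower. All 48 genes of the heat map in Fig. 3a were tested. With epinephrine, 32 of them (66.7%, Wilson 95% confidence interval 52.5% to 78.3%) had the larger log2 fold change, with medians of 1.21 under IH and 1.70 with epinephrine. Adjusted over these 48 genes, 23 were higher with epinephrine and 9 were lower, and over all 14037 genes 23 were higher and 6 lower. A test against a fold change of 2 moved the share of the IH-upregulated genes most, to 75% of 4 genes.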

Despite the differences in the number of DEGs, GO BP enrichment analysis surprisingly showed activation of similar biological processes. 

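Epinephrine and IH were compared directly in the gene lists. The extracellular matrix list was higher with epinephrine by a mean log2 fold change of 0.24, and that of blood vessel development by 0.28 (limma's camera test, Benjamini-Hochberg adjusted p = 0.00035 and 0.019). Leukocyte adhesion and migration differed by -0.030 (limma's camera test, adjusted p = 0.29). The mean log2 CPM of that list was 5.13 ± 0.0931 in normoxia, 5.91 ± 0.134 under IH and 5.86 ± 0.168 with epinephrine (SD, n = 3). The extracellular matrix list had 6.96 ± 0.0787, 7.26 ± 0.0317 and 7.51 ± 0.0503.

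**Figure D2:**
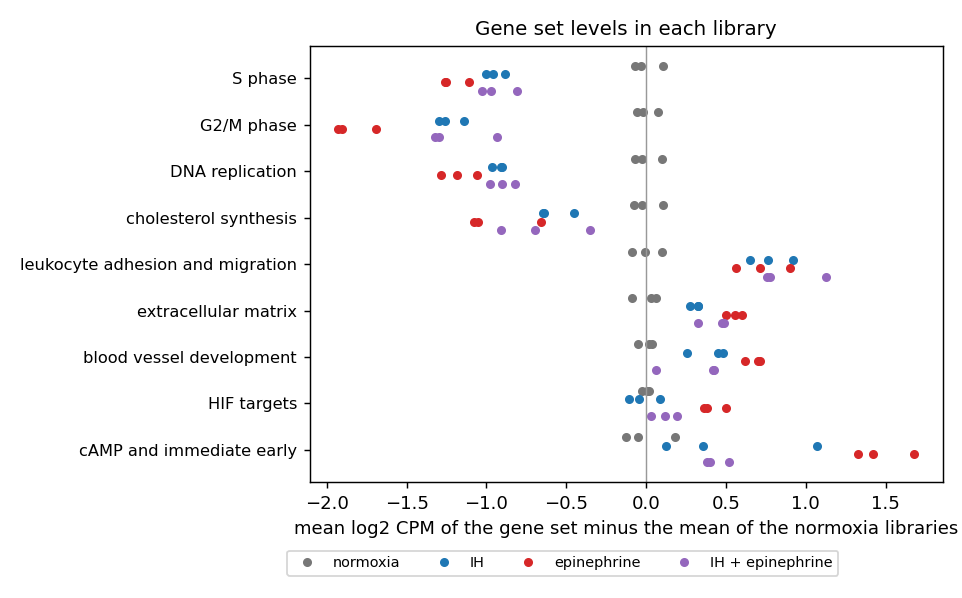
Mean log2 CPM of each gene list (vertical axis) minus its mean in the 3 normoxia libraries (horizontal axis, log2 units), 1 point per library, colored by group. Leukocyte adhesion and migration lies above normoxia under IH and with epinephrine in all 3 libraries of each group.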

Both IH and epinephrine induced extracellular matrix organization, cell adhesion, leukocyte migration, and blood vessel development. However, KEGG pathway analysis showed pathway differences. Both IH and epinephrine activated cytokine-cytokine receptor activation. 

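The mean log2 CPM of the cytokine and chemokine list was 1.73 ± 0.135 in normoxia, 2.47 ± 0.186 under IH and 2.796 ± 0.146 with epinephrine (SD, n = 3). Each treated group lay apart from normoxia (exact permutation test, two-sided p = 0.1, the smallest for 3 against 3). Epinephrine and IH did not differ detectably, with a mean log2 fold change of 0.34 between them (limma's camera test, Benjamini-Hochberg adjusted p = 0.24). With epinephrine, CCL2 reached 26.2 ± 10.7 CPM and CXCL8 98.9 ± 41.9 CPM, log2 fold changes of 1.65 and 1.95 against normoxia (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0034 and 0.012).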

IH activated NOD-like receptor signaling and lipid and atherosclerosis, whereas epinephrine induced Ras, MAPK, PI3K-Akt, and Phospholipase D signaling (Figs. 1e, 2e).

**Figure 3:**
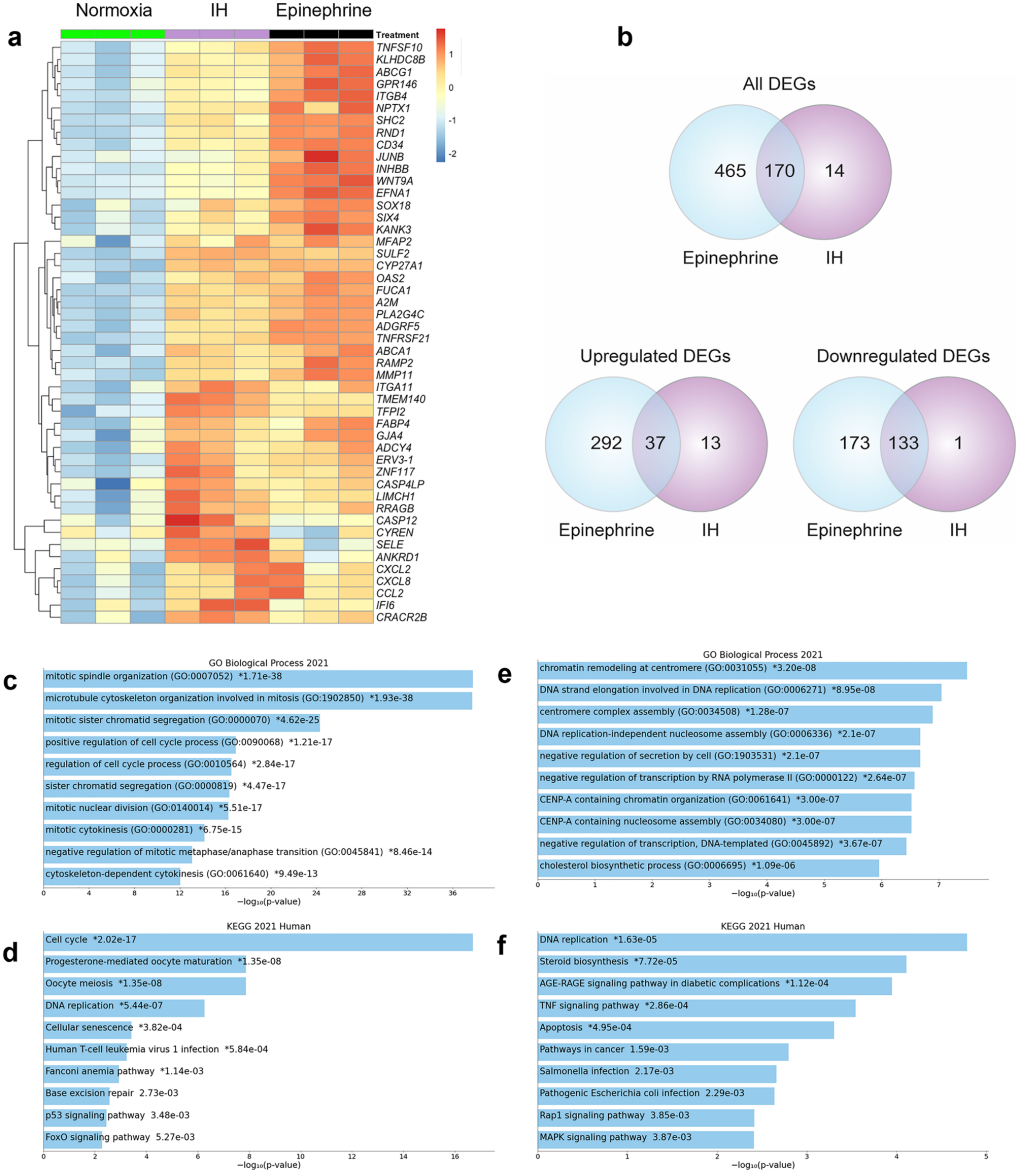
Epinephrine induces significantly higher number of DEGs compared to IH in human aortic endothelial cells. Differentially expressed gene profiles of HAECs, which were treated with epinephrine (10 µM) under normoxia or were exposed to 60 cycles of IH (5%-20% O_2_) perfusion system, were comparatively analyzed. (**a**) Heatmap of top significantly upregulated genes by IH in normoxia controls and IH- or epinephrine-treated HAECs. Z-score normalized expression values are shown in heat map, scale bar represents logFC values. “Pretty heatmaps R pheatmap package” from Z-score normalized expression values. https://cran.r-project.org/web/packages/pheatmap/pheatmap.pdf (**b**) Venn diagrams show differentially expressed genes (absolute fold change ≥ 2 and *p* value ≤ 0.05) in epinephrine-treated normoxic ECs (635 DEGs), and IH-exposed HAECs (184 DEGs). GO biological process (**c**) and KEGG pathway (**d**) enrichment analysis of gene set that were common between IH and epinephrine by Enrichr gene set search engine. GO biological process (**e**) and KEGG pathway (**f**) enrichment analysis of gene set that were specific to epinephrine by Enrichr gene set search engine.

To better understand the similarities and differences between IH and epinephrine on EC gene expression, we compared the DEGs between two treatments (Fig. 3b). 

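Of the 454 genes differentially expressed under IH, 364 were also differentially expressed with epinephrine (80.2%, Wilson 95% confidence interval 76.3% to 83.6%, with genes treated as independent). All 364 changed in the same direction in both comparisons, 165 upward and 199 downward. Independent lists of these sizes would share 55.9 genes (Fisher's exact test, odds ratio 36.2, two-sided p = 5.7e-255, with genes treated as independent). Since the same 3 normoxia libraries entered both comparisons, some sharing comes from their own deviations. The correlation across genes of the IH and epinephrine effects was 0.644 with shared normoxia libraries. With separate normoxia libraries it was 0.445 on average (0.365 to 0.475 over 6 arrangements). The share of IH genes also changed by epinephrine was 73.3% among upregulated and 86.9% among downregulated genes. After blocking on the replicate number, the number shared was 359 (80.5%). A fit of the 9 normoxia, IH and epinephrine libraries alone gave 370 shared genes. Of 100 ways to relabel the 9 libraries within replicate numbers, 6, the real one included, gave at least 370. Dropping the fold change threshold moved the number most upward, to 2635, and a test against a fold change of 2 most downward, to 22.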

The majority of DEGs in response to IH were also observed in response to epinephrine treatment (170 out of 184 genes, 92%). 

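At these thresholds, 90 genes were differentially expressed under IH alone (60 higher, 30 lower) and 1364 with epinephrine alone (834 higher, 530 lower). A gene past the thresholds in one comparison and not in the other is not thereby shown to differ between IH and epinephrine. Among the 14037 genes, 4983 differed between epinephrine and IH at an adjusted p of 0.05 or less by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 817 of these also by a fold change of 2.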

Only 14 genes were specific to IH, whereas 465 genes were specific to epinephrine. 

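Of SELE, CASP12, RRAGB, TUBB4B, LIMCH1, IFI6, ANKRD1, CRACR2B, TNFAIP8L3, TMEM140, CASP4LP, SMARCD3, CYREN and TFPI2, 9 genes were differentially expressed under IH. Of the 9, all but CRACR2B were not with epinephrine. The direct comparison of epinephrine with IH is the test of a difference between them. SELE was lower with epinephrine, at 34.4 ± 23.1 CPM (SD, n = 3), a log2 fold change -2.28 (standard error 0.42, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0010). CASP12 (ENSG00000204403, chromosome 11 from 104885718 to 104898670) rose by a log2 fold change of 1.16 under IH and 0.22 with epinephrine, and the difference was -0.94 (standard error 0.23, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0071). TMEM140, TFPI2, SMARCD3 and CYREN also differed, with log2 fold changes of -0.49, -0.29, -0.52 and -1.01 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0082, 0.034, 0.041 and 0.00022). TMEM140 and CYREN share sequence with each other, 20.4% of the 31-base sequences of TMEM140. TUBB4B, LIMCH1, IFI6 and ANKRD1 were differentially expressed under IH with log2 fold changes of -1.08, 1.16, 1.21 and 1.02. Their difference between epinephrine and IH was not past the threshold (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.10, 0.14, 0.076 and 0.054). RRAGB, SMARCD3 and CYREN rose by 0.98, 0.93 and 0.68 under IH, under the fold change threshold. CASP4LP rose by 0.97 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.074). TNFAIP8L3 changed by -0.15 under IH and -0.71 with epinephrine. CRACR2B rose by 1.23 under IH and 1.02 with epinephrine (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.015 and 0.021).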

DEGs specific to IH included *SELE, CASP12, RRAGB, TUBB4B, LIMCH1, IFI6, ANKRD1, CRACR2B, TNFAIP8L3, TMEM140, CASP4LP, SMARCD3, CYREN* and *TFPI2*. Due to low gene count, we could not perform GO BP or KEGG pathway enrichment analysis on the gene set that was significantly altered only under IH.

Enrichr enrichment analysis search engine tool for mammalian gene sets was used for the common 170 significant DEGs between IH and epinephrine. 

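Of the 54 G2/M genes, 42 were among the 364 genes changed by both IH and epinephrine, against 1.40 for a list of this size drawn from the 14037 tested genes. All 42 were lower in both. In the fit blocked on replicate number the number was 41. In the direct comparison, the list was lower with epinephrine than under IH by a mean log2 fold change of -0.61, with 48 of 54 genes lower (limma's camera test, Benjamini-Hochberg adjusted p = 7.4e-15).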

Analysis of GO BP for this gene set showed that microtubule cytoskeleton organization involved in mitosis, mitotic spindle elongation, and midzone assembly were the top processes that were common for IH and epinephrine (Fig. 3c). 

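Of 36 DNA replication genes, 17 were changed by both treatments, and of 43 S phase genes 24 were, all lower in both. Lists of these sizes would hold 0.934 and 1.12 such genes by chance. Under the replicate block the numbers were 17 and 25. Under IH, the mean log2 fold change of the DNA replication list was -0.93, with all 36 genes lower (limma's camera test, Benjamini-Hochberg adjusted p = 7.1e-47). Genes of cellular senescence were not analysed here.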

KEGG pathway analysis showed cell cycle, DNA replication, and cellular senescence among the top pathways (Fig. 3d). 

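Among the 1364 genes changed by epinephrine and not by IH were 9 of 20 genes of centromere chromatin, 7 of 36 DNA replication genes and 8 of 20 genes of cholesterol synthesis. Lists of these sizes would hold 1.94, 3.50 and 1.94 by chance. With the replicate number as a block the numbers were 9, 7 and 8. IH lowered the same lists too. The mean log2 fold change of the centromere list was -0.89 under IH and -1.33 with epinephrine (limma's camera test, Benjamini-Hochberg adjusted p = 2.8e-23 and 2.7e-17). The direct difference between epinephrine and IH was -0.44 for the centromere list and -0.25 for DNA replication (limma's camera test, adjusted p = 0.00025 and 0.0094).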

GO biological process analysis of the gene set (465 genes) that was specific to epinephrine showed chromatin remodeling at centromere, DNA strand elongation involved in DNA replication, as well as cholesterol biosynthetic processes (Fig. 3e). 

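Cholesterol synthesis genes, which include those of steroid biosynthesis, were lower with epinephrine in 18 of 20 cases, with 9 differentially expressed and a mean log2 fold change of -0.92 (limma's camera test, Benjamini-Hochberg adjusted p = 9.5e-07). Under IH, 19 of 20 were lower and 1 was differentially expressed, with a mean of -0.58 (limma's camera test, adjusted p = 4.5e-08). The 2 treatments differed by -0.34 (limma's camera test, adjusted p = 0.018). After blocking on the replicate number, the means were -0.91 and -0.57. With the inter-gene correlation estimated from the data, the adjusted p of limma's camera test was 0.23 for epinephrine and 0.23 for IH. AGE-RAGE and TNF signaling were not analysed here.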

KEGG pathway analysis demonstrated the gene set was enriched in DNA replication, steroid biosynthesis, ACE-RAGE signaling, TNF signaling, and pathogenic E Coli infection (Fig. 3f). These results suggested that exposure to IH and epinephrine share a significant number of DEGs enriched in mitosis and microtubule organization, cell cycle and DNA replication while epinephrine related DEGs are enriched further in DNA replication and chromatin remodeling. In addition, genes that are specific to epinephrine treatment are enriched in metabolic and inflammatory pathways.

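In S phase, G2/M phase and DNA replication, 2, 1 and 1 genes were differentially expressed under IH and not with epinephrine, while 7, 2 and 7 were with epinephrine and not under IH. From the enrichment in Fig. 3c-f, the paper proposes that IH and epinephrine share genes of mitosis, the cell cycle and DNA replication, and that the genes changed by epinephrine are further enriched in DNA replication and chromatin remodeling.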

### Combining IH with epinephrine significantly alters epinephrine-induced changes in gene expression

Since epinephrine release occurs during IH^34^, we then sought to determine the effect of IH and epinephrine together on gene expression in ECs. 

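Cells of the IH + epinephrine group went through the 60 cycles of IH in medium with 10 µM epinephrine, again as 3 biological replicates. Estimated counts of its libraries summed to between 26709395 and 32764700, with a median of 26938857. This group was compared with epinephrine under normoxia, for the effect of IH on cells given epinephrine, and with IH, for the effect of epinephrine on cells under IH. The interaction, which is the epinephrine effect under IH minus that in normoxia, was tested in the same fit over 14037 genes. Same-numbered libraries of IH + epinephrine and epinephrine had a mean correlation of -0.0215 (range -0.1005 to 0.0280), those of IH + epinephrine and IH one of -0.0179 (range -0.135 to 0.1204), and those of all 4 groups one of 0.000849.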

To do this, we exposed HAECs to 60 cycles of IH in the presence or absence of epinephrine and isolated RNA for sequencing. We then compared the effects of IH on epinephrine-related DEGs and epinephrine on IH-related DEGs.

To evaluate the effect of IH on epinephrine-related DEGs, we analyzed gene expression between normoxia- and epinephrine-treated cells or IH + epinephrine-treated cells. MDS plot showed linearly separable clustering of normoxia + epinephrine and IH + epinephrine samples (Fig. 4a). 

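Between the IH + epinephrine and the epinephrine libraries, the mean leading log2 fold change distance was 2.21 over 13518 genes, against 1.84 within the groups. The difference of 0.36 was the largest of the 10 possible divisions of the 6 libraries (exact permutation test, one-sided p = 0.1, the smallest that 3 against 3 allow). On the first dimension, with 37.1% of the variance, the epinephrine libraries lay between -1.02 and -0.57 and the IH + epinephrine libraries between 0.67 and 0.88.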

There were 184 DEGs between two groups. 

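Between IH + epinephrine and epinephrine under normoxia, 548 of 14037 genes were differentially expressed by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 266 higher and 282 lower with the combination. Of these genes, 268 (48.9%) averaged under 5 CPM. In the fit blocked on replicate number there were 536 (265 higher, 271 lower), 520 of them shared with the 548. Leaving out single libraries gave between 428 and 625, dropping the fold change threshold gave 3997, and a test against a fold change of 2 gave 72 (24 higher, 48 lower). TMEM100 rose to 4.38 ± 2.53 CPM with the combination (SD, n = 3), a log2 fold change 4.22 (standard error 0.84, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0024). This value ran from 3.69 to 6.03 with single libraries left out. ZNF804A, without a count in the epinephrine libraries, was at least 8.19-fold higher. BIVM-ERCC5 and RIMBP3 were among the largest falls, and they share 97.9% and 94.0% of their 31-base sequences with other genes.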

Compared to normoxia + epinephrine treatment, IH + epinephrine upregulated 85 genes and downregulated 99 genes.

**Figure 4:**
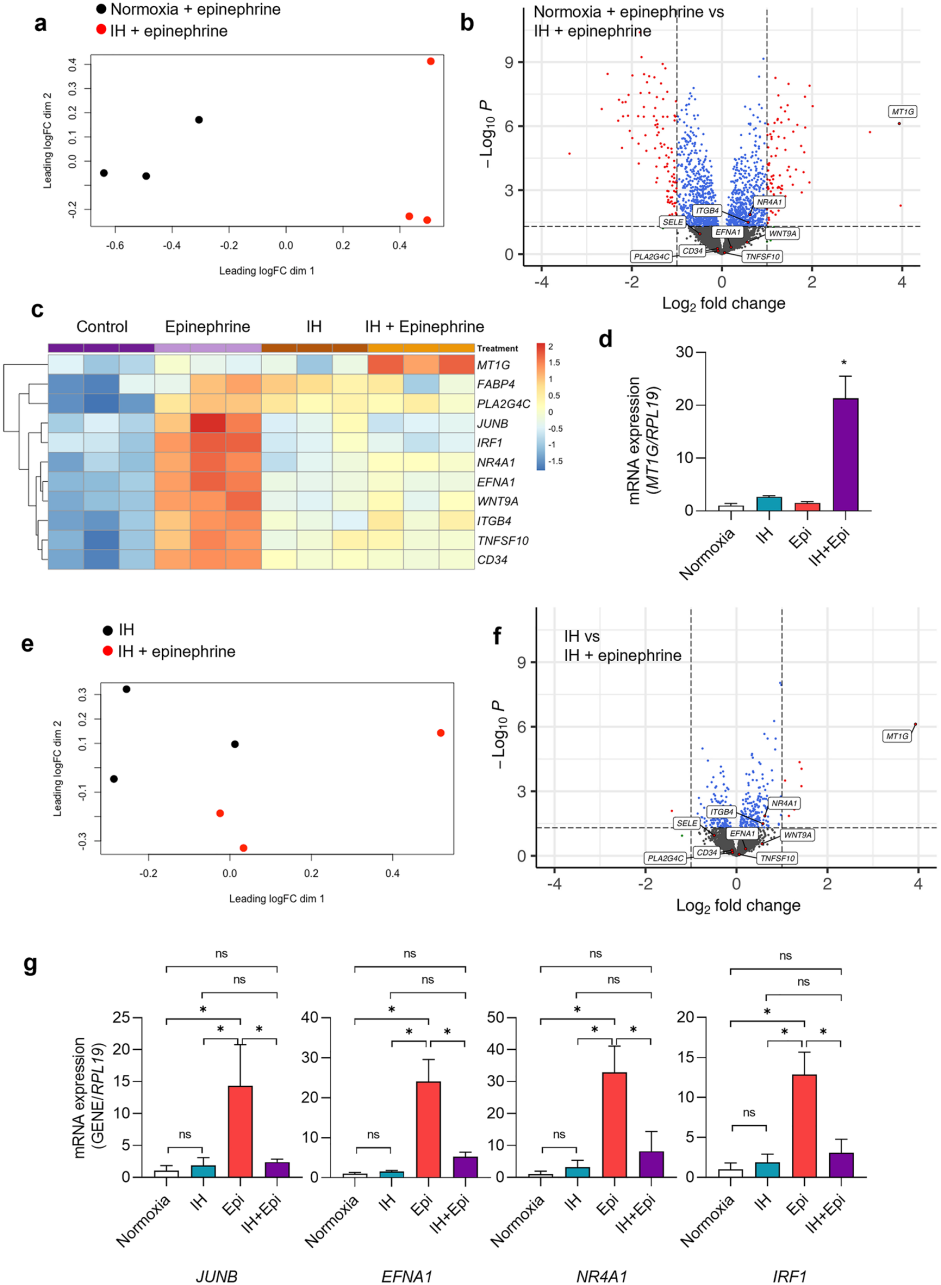
Combining IH with epinephrine significantly alters epinephrine-induced changes in gene expression. HAECs were exposed to 60 cycles of IH (5%-20% O_2_) in the presence of 10 µM epinephrine and vehicle control. We then isolated RNA from 3 biologic replicates and performed RNA-sequencing. (**a**) Multidimensional scaling plot and (**b**) Volcano plots of DEGs in HAECs treated with normoxia + epinephrine and IH + epinephrine. (**c**) Heat map displaying the expression level of top epinephrine-upregulated genes in HAECs treated with epinephrine or vehicle control under normoxic and IH conditions. “Pretty heatmaps R package pheatmap package” from Z-score normalized expression values. https://cran.r-project.org/web/packages/pheatmap/pheatmap.pdf (**d**) Using qPCR, we measured mRNA expression of *MT1G* measured by qPCR in HAECs treated and untreated with 10 µm epinephrine under IH and normoxia (mean ± SD, *n* = 6, biologic replicates). *p < 0.05. (**e**) Multidimensional scaling plot of DEGs in HAECs treated with IH in the presence or absence of epinephrine (10 µM). (**f**) Volcano plot of DEGs in HAECs treated with IH in the presence or absence of epinephrine. Metallothionein-1G (*MT1G)* is highly differentially upregulated under IH supplemented with 10 µM epinephrine. (**g**) We also measured mRNA expression of epinephrine-upregulated genes, *JUNB, EFNA1*, *IRF1*, and *NR4A1* in HAECs treated with epinephrine or vehicle control under normoxic and IH conditions (mean ± SD, *n* = 6, biologic replicates). *p < 0.05.

The most significantly upregulated gene by the addition IH to epinephrine treatment was metallothionein-1G (*MT1G)*, which is a member of low- molecular-weight cysteine-rich metallothionein protein family, and is involved in zinc and redox metabolism, and displays immunomodulatory functions in inflammatory diseases^42^ (Fig. 4b–d). 

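MT1G (ENSG00000125144, chromosome 16 from 56666730 to 56668065, minus strand) had 0.290 ± 0.119 CPM with epinephrine and 2.96 ± 0.686 CPM with IH + epinephrine (SD, n = 3). In counts, the 3 epinephrine libraries held between 5 and 11 and the 3 combined libraries between 66 and 88. The log2 fold change was 3.31 with a standard error of 0.42 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 6.1e-05), and 3.35 with the replicate number as a block. Leaving out single libraries gave 3.06 to 3.69. Among the 266 genes higher with the combination, MT1G ranked 5 by log2 fold change and 76 by p-value. MT1G shares sequence with its relatives. Of its distinct 31-base sequences, 23.3% also occur in other genes, most in MT2A (ENSG00000125148), which had 327 ± 46.8 and 463 ± 91.6 CPM, a log2 fold change 0.498 (standard error 0.16, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.037). As a list, the 7 metallothioneins tested rose by a mean log2 fold change of 0.95, all 7 higher (limma's camera test, Benjamini-Hochberg adjusted p = 0.030), and by 0.95 with the replicate block. The list includes MT1G, and its median was lower, 0.498. Against normoxia, 4 of the 7 were higher with the combination and 3 lower, with a median of 0.19 (limma's camera test, Benjamini-Hochberg adjusted p = 0.17).

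**Figure D3:**
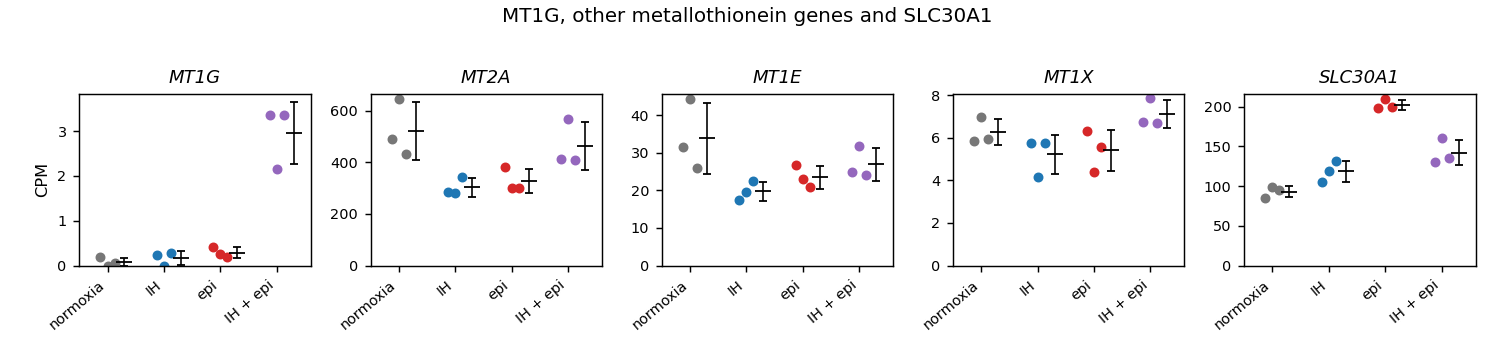
Expression of MT1G, MT2A, MT1E, MT1X and the zinc transporter gene SLC30A1 in HAECs, in TMM-scaled CPM (vertical axes), by group (horizontal axes). Each point is 1 library and the bar beside them is the mean ± SD of 3 libraries. MT1G lies at 2.96 ± 0.686 CPM with IH + epinephrine and 0.290 ± 0.119 CPM with epinephrine.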

We confirmed the significantly higher mRNA expression of *MT1G* by qPCR upon epinephrine treatment under IH in HAECs (Fig. 4d). Although neither IH nor epinephrine alone affected the expression of this gene, combination of IH with epinephrine induced it. 

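Against normoxia, MT1G changed by a log2 fold change of 0.96 under IH (standard error 1.08) and 1.72 with epinephrine (standard error 0.96), neither past the threshold (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.57 and 0.15). The normoxia libraries held 0 to 5 counts of MT1G (0.0821 ± 0.0915 CPM, SD, n = 3) and the IH libraries 0 to 7 (0.171 ± 0.151 CPM), so a smaller change was not detectable at this depth. With both treatments the log2 fold change against normoxia was 5.02 (standard error 0.53, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 1.0e-05). This value ran from 4.55 to 6.14 with single libraries left out. The interaction tests whether the combined log2 fold change differs from the sum of the single ones, which is the product of the fold changes. It was 2.35 with a standard error of 1.39 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.21), not past the threshold. Departure from a sum of the effects in CPM was not tested. Single libraries left out gave interactions between 1.23 and 2.89. A likelihood ratio test in edgeR gave an adjusted p of 0.029 for epinephrine alone and 0.049 for the interaction. Over all alternatives, the edgeR and DESeq2 adjusted p of these ranged from 0.029 to 1.0 and from 0.049 to 1.0. The alternatives include a test against a fold change of 2 in place of one against no change. With single libraries left out, the adjusted p ran from 0.089 to 0.36 for epinephrine and from 0.14 to 0.73 for the interaction (edgeR quasi-likelihood, Benjamini-Hochberg).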

Interestingly, we found that addition of IH to epinephrine reduced some of the top upregulated genes under epinephrine alone, including *EFNA1, JUNB, NRARP, IRF1*, and *NR4A1* (Fig. 4c), which was confirmed by qPCR (Fig. 4g). In contrast, addition of IH also increased some of the highly downregulated genes under epinephrine including AHR, and KITLG. 

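With IH + epinephrine, EFNA1 had 20.4 ± 3.06 CPM (SD, n = 3), a log2 fold change -2.53 (standard error 0.15, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 8.5e-07) against epinephrine alone. JUNB fell to 7.03 ± 1.31 CPM, a log2 fold change -3.38 (standard error 0.41, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 8.8e-05). NRARP (ENSG00000198435, chromosome 9 from 137299631 to 137302271) fell from 90.3 ± 26.9 to 14.2 ± 1.13 CPM, a log2 fold change -2.67 (standard error 0.21, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 4.2e-06). IRF1 fell to 3.59 ± 0.578 CPM, a log2 fold change -2.001 (standard error 0.18, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 8.6e-06). NR4A1 fell to 42.4 ± 5.08 CPM, a log2 fold change -1.53 (standard error 0.16, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 2.3e-05). Under IH, epinephrine changed EFNA1 by 0.21 and NRARP by -0.062 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.62 and 0.94), while NR4A1 still rose by 0.75 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.040). The interaction was -3.92 for EFNA1, -4.52 for JUNB, -3.13 for NRARP, -2.75 for IRF1 and -2.47 for NR4A1. The largest adjusted p among these 5 interactions was 0.00026, for JUNB (edgeR quasi-likelihood, Benjamini-Hochberg). Under the replicate block, the fall against epinephrine was -2.52 for EFNA1 and -3.33 for JUNB.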

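AHR (ENSG00000106546, chromosome 7 from 16916359 to 17346152) fell from 255 ± 15.6 CPM in normoxia to 55.4 ± 13.2 CPM with epinephrine and had 238 ± 19.5 CPM with IH + epinephrine (SD, n = 3). The log2 fold change -2.201 (standard error 0.13, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 5.0e-08) with epinephrine was followed by a log2 fold change 2.1002 (standard error 0.13, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 8.5e-07) when IH was added. Of the distinct 31-base sequences in the transcripts of AHR, 31.9% also occur in other genes, most in ENSG00000283321. KITLG (ENSG00000049130, chromosome 12 from 88492793 to 88580851) had 228 ± 12.4, 101 ± 37.8 and 441 ± 84.7 CPM in the same groups. The log2 fold change -1.17 (standard error 0.21, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00045) with epinephrine was followed by one of 2.12 (standard error 0.21, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 2.1e-05). The interaction was 2.27 for AHR and 1.603 for KITLG (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 2.1e-06 and 0.0011). With the replicate number as a block, the rise with the combination was 2.11 for AHR and 2.14 for KITLG.

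**Figure D4:**
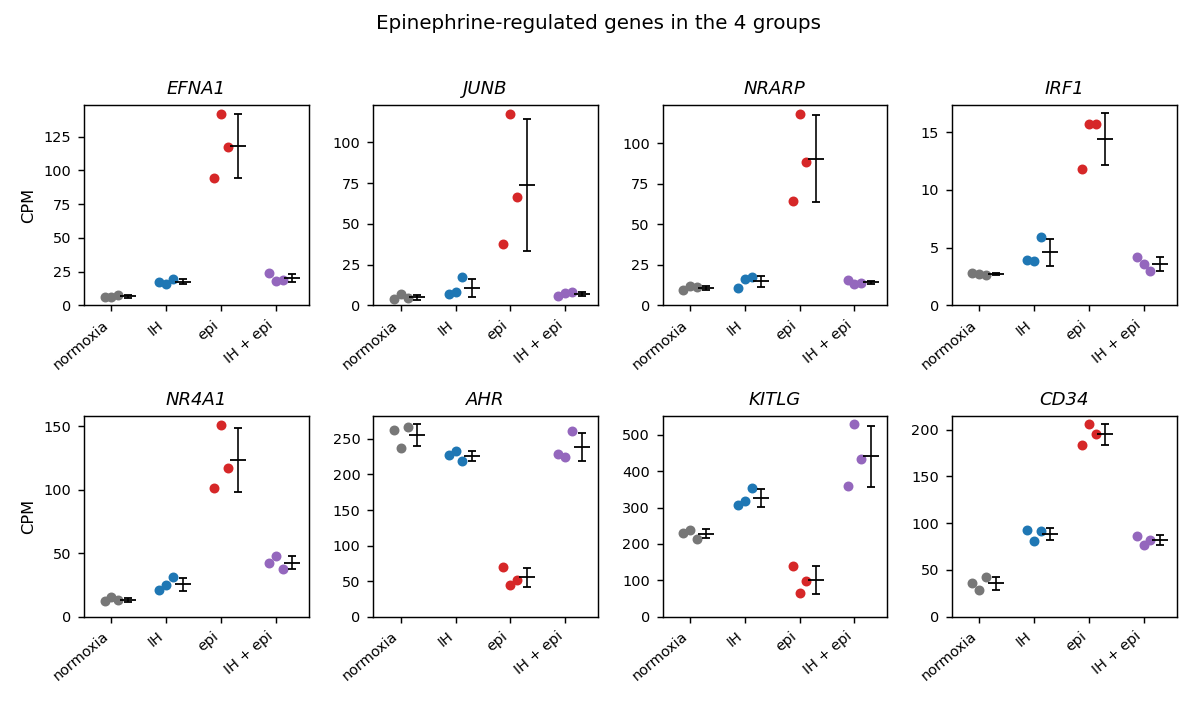
Expression of EFNA1, JUNB, NRARP, IRF1, NR4A1, AHR, KITLG and CD34 in HAECs, in TMM-scaled CPM (vertical axes), by group (horizontal axes). Each point is 1 library and the bar beside them is the mean ± SD of 3 libraries. AHR lies at 55.4 ± 13.2 CPM with epinephrine and 238 ± 19.5 CPM with IH + epinephrine.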

*AHR* (Aryl hydrocarbon receptor) is highly expressed in endothelial cells. Its expression has been linked to blood pressure regulation and aging related changes in vasculature^43^. *KITLG* (KIT Ligand), also known as stem cell factor, is regulated by VEGF receptor blockade^44^. Collectively, IH reduced the effect of epinephrine on EC gene expression.

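Over the 1728 genes changed by epinephrine in normoxia, the slope of the epinephrine effect under IH on that in normoxia was 0.0868 (SD 0.0434 over the 3 replicate numbers), where 1 is the full response and 0 is none. Genes are not independent replicates, so the slope is descriptive. The median absolute log2 fold change of these genes was 1.41 in normoxia and 0.22 under IH. The response was smaller under IH in 1715 genes (99.2%), and 1073 (62.1%) kept its direction. These values set IH + epinephrine against IH, which by itself had a slope of 0.42 on the epinephrine effect. Against normoxia, IH + epinephrine had a slope of 0.506. Both slopes share the normoxia libraries with the epinephrine effect, which raises them. Against epinephrine alone, 416 of the 1728 genes were differentially expressed opposite to the epinephrine effect and 1 in its direction. Part of the smaller response is the return of extreme values toward the middle when genes are chosen for a large effect. Measured in a pair of libraries left out when the genes were chosen, the epinephrine effect in normoxia had a slope of 0.706, which is the value that selection alone gives. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the interaction opposed the epinephrine effect in 1302 of the 1728 genes and reinforced it in none at an adjusted p of 0.05 or less. Both terms contain the same epinephrine and normoxia libraries, which by itself favors opposition. In a check chosen after the values were seen, genes were selected without 1 pair of normoxia and epinephrine libraries, and that pair was set against the same-numbered pair under IH. The response was smaller under IH in 90.5% to 95.6% of the genes, where equal responses would put it on either side equally often. Over all 14037 genes, 1337 had an interaction past both thresholds (559 positive, 778 negative). There were 1310 with the replicate number as a block and 1190 to 1445 with single libraries left out. Of 100 ways to relabel the libraries within replicate numbers, 5, the real one included, gave as many interaction genes. The 4 others carried the epinephrine contrast in place of the interaction in some or all replicate numbers. From these changes (Fig. 4b,c), the paper concludes that IH reduces the effect of epinephrine on endothelial gene expression.

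**Figure D5:**
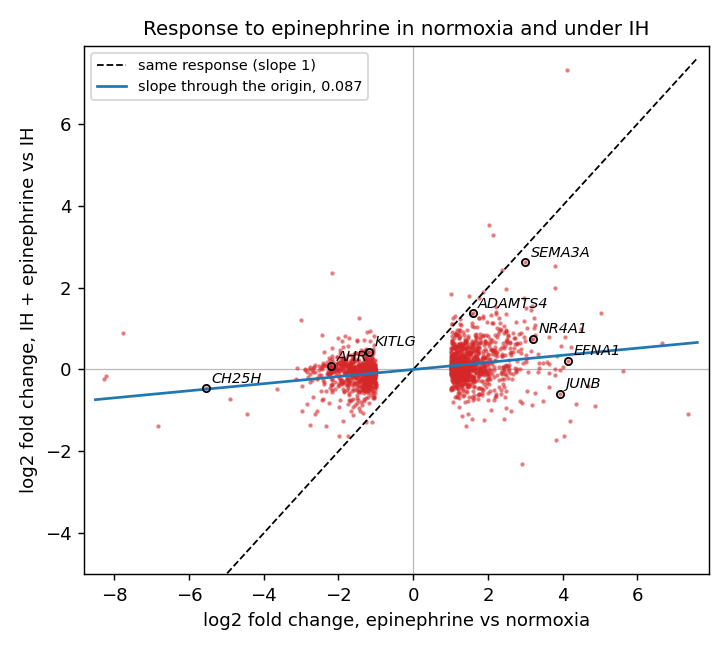
Log2 fold change with epinephrine under IH (IH + epinephrine against IH, vertical axis) and in normoxia (epinephrine against normoxia, horizontal axis), 1 point for each of the 1728 genes changed by epinephrine in normoxia. The dashed line marks equal responses and the solid line the slope of 0.0868 through the origin, and in 1715 genes the value on the vertical axis, taken in the direction of the epinephrine effect, is the smaller one.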

We next analyzed the gene expression between IH and IH + epinephrine. 

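IH and IH + epinephrine libraries lay at a mean leading log2 fold change distance of 1.91 from each other, over 13524 genes, and at 1.85 from those of their own group. The difference was 0.056, and 2 of the 10 divisions of the 6 libraries gave one as large (exact permutation test, one-sided p = 0.2, where 3 against 3 allow 0.1). With genes that had at least 10 counts in every library it was 0.089 and over all tested genes 0.029 (exact permutation test, one-sided p = 0.1 for each). The first dimension held 25.2% of the variance. On it the IH libraries lay between -0.65 and 0.22 and those of IH + epinephrine between -0.32 and 1.14, which overlap. On the second dimension they lay between 0.21 and 0.91 and between -0.799 and 0.038, which do not.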

Clustering of IH samples and IH + epinephrine samples was less clear. (Fig. 4e). 

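Between IH + epinephrine and IH, 43 of 14037 genes were differentially expressed by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 41 higher and 2 lower with epinephrine. After blocking on the replicate number there were 39 (38 higher, 1 lower), 37 of them among the 43. Of the 43, 25 (58.1%) averaged under 5 CPM. Without the fold change threshold, 288 genes had an adjusted p of 0.05 or less in the same edgeR quasi-likelihood test, and 2105 an unadjusted p under 0.05. Leaving out single libraries gave between 23 and 50 genes.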

There were 11 DEGs between two groups. *MT1G, ADAMTS4, DKK1, CLCG1, NPTX1, GPRC5A, DUSP4* and *IL6* were upregulated and *TNFAIP8L3* was the only gene that was downregulated by IH (Fig. 4f). These results suggested that combination of IH and epinephrine do not provide additional differentially gene expression compared to IH alone.

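MT1G had the largest rise, a log2 fold change 4.07 (standard error 0.47, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00039) between IH + epinephrine and IH. ADAMTS4 (ENSG00000158859, chromosome 1 from 161184302 to 161199054) rose from 24.2 ± 1.42 to 62.7 ± 6.40 CPM (SD, n = 3), a log2 fold change 1.38 (standard error 0.099, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 1.8e-05). DKK1 (ENSG00000107984, chromosome 10 from 52314281 to 52318042) rose from 103 ± 17.5 to 281 ± 79.1 CPM, a log2 fold change 1.45 (standard error 0.26, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.012). NPTX1 (ENSG00000171246, chromosome 17 from 80466834 to 80477843) rose from 17.7 ± 0.894 to 38.8 ± 4.91 CPM and GPRC5A (ENSG00000013588, chromosome 12 from 12891559 to 12917937) from 7.09 ± 1.55 to 18.7 ± 4.93 CPM, log2 fold changes of 1.14 and 1.41 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0019 and 0.0024). DUSP4 (ENSG00000120875, chromosome 8 from 29333064 to 29350684) rose from 33.5 ± 2.78 to 70.2 ± 14.0 CPM, a log2 fold change 1.07 (standard error 0.14, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0018). IL6 (ENSG00000136244, chromosome 7 from 22725884 to 22732002) had 8.45 ± 2.17 and 20.0 ± 11.4 CPM, a log2 fold change 1.27 (standard error 0.33, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.077). With DESeq2 in place of edgeR its adjusted p was 0.0023, and over the alternatives it ranged from 0.0023 to 1.00 (edgeR or DESeq2, Benjamini-Hochberg). These include a test against a fold change of 2 in place of one against no change. With single libraries left out it ran from 0.048 to 0.29 (edgeR quasi-likelihood, Benjamini-Hochberg). TNFAIP8L3 (ENSG00000183578, chromosome 15 from 51056598 to 51105276) had 380.3 ± 8.43 and 348 ± 14.1 CPM, a log2 fold change -0.13 (standard error 0.050, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.25). SEMA3A (ENSG00000075213, chromosome 7 from 83955777 to 84492724) rose from 1.93 ± 0.565 to 11.8 ± 1.14 CPM, a log2 fold change of 2.62 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 1.4e-05). The symbol CLCG1 had no match among the annotated genes.

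**Figure D6:**
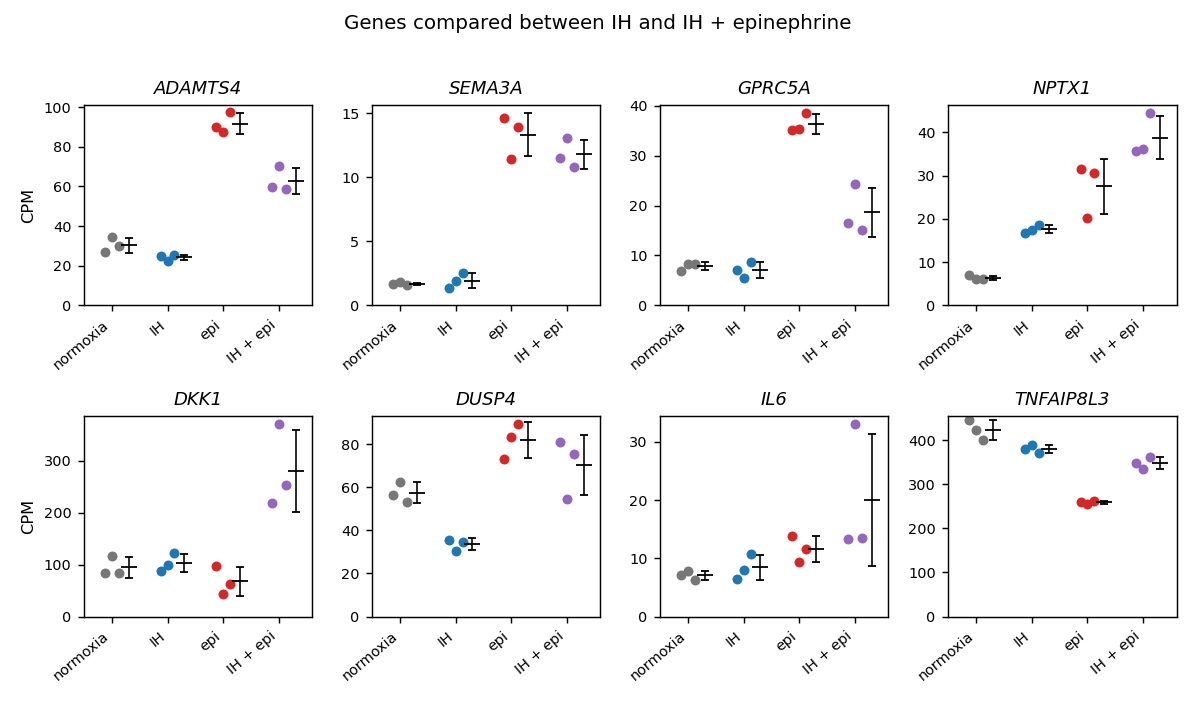
Expression of ADAMTS4, SEMA3A, GPRC5A, NPTX1, DKK1, DUSP4, IL6 and TNFAIP8L3 in HAECs, in TMM-scaled CPM (vertical axes), by group (horizontal axes). Each point is 1 library and the bar beside them is the mean ± SD of 3 libraries. ADAMTS4 lies at 24.2 ± 1.42 CPM under IH and 62.7 ± 6.40 CPM with IH + epinephrine.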

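Of the 14 gene lists, 3 differed between IH + epinephrine and IH at an adjusted p of 0.05 or less in limma's camera test, and 3 with the replicate number as a block. These were the metallothioneins, with a mean log2 fold change of 1.08, the targets of hypoxia-inducible factor, with 0.15, and the extracellular matrix list, with 0.13 (limma's camera test, Benjamini-Hochberg adjusted p = 3.6e-06, 0.0011 and 0.00072). The metallothionein list includes MT1G, and its median log2 fold change was 0.52. Every split of these 6 libraries that parts same-numbered libraries gave at least as many lists. Of the 288 genes with an adjusted p of 0.05 or less in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 242 changed in the direction of the epinephrine effect in normoxia (84.0%, Wilson 95% confidence interval 79.4% to 87.8%, with genes treated as independent). Of the 43 genes past both thresholds, 36 did, and 27 were also changed by epinephrine in normoxia. From the few genes in Fig. 4f, the paper proposes that epinephrine added to IH gives no further change in expression beyond that of IH alone.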

## Discussion

OSA is a common disorder affecting up to 20% of the adult population in the US and close to 1 billion people worldwide. In addition to its consequences on cognitive function, particularly excessive daytime sleepiness and memory problems, OSA is significantly associated with cardiovascular disease. Our understanding of how OSA exerts its biologic effects on the cardiovascular system is not completely understood. As one of the hallmarks of OSA, IH plays a key role in the pathogenesis of OSA-related cardiovascular disease given that the severity of hypoxia predicts cardiovascular and all-cause mortality in patients with OSA^14^.

Endothelial cells are important in cardiovascular homeostasis, including regulation of blood pressure. It is not surprising that EC dysfunction and activation play a critical role in the development of cardiovascular disease and precedes clinically overt disease^20–24^. OSA is associated with markers of EC dysfunction and activation^45^. Exposure to low level continuous hypoxia or IH upregulates proinflammatory and adhesion genes which are reported to be responsible of EC activation^28,30,33^. Murine models of OSA usually focus only on IH as the factor to regulating EC function^29^. We have recently shown that exposure to IH induces EC activation not directly, but indirectly via epinephrine release in response to IH-induced carotid body sensing and sympathetic activation^34^. In this study, we sought to expand our initial studies to better understand the effects of IH and epinephrine on EC function by determining the gene expression profiles in response to IH or epinephrine alone, or in combination. We found that epinephrine induced a significantly higher number of differentially expressed genes compared to IH alone. Furthermore, the expression levels of the top genes induced by IH were significantly lower compared to the expression levels induced by epinephrine. Surprisingly, the majority (92%) of significant DEGs we identified under IH were also seen in response to epinephrine. Analysis of Gene Ontology Biologic Processes (GO_BPs) showed that the genes that were common between IH and epinephrine were enriched in leukocyte migration, extracellular matrix organization, cell adhesion and blood vessel development. Using KEGG pathway enrichment analysis we identified several pathways specific for epinephrine, including Ras signaling, MAPK signaling, PI3K-Akt signaling, and Phospholipase D signaling pathways in addition to cytokine-cytokine receptor interaction. Collectively, these results suggested that (1) epinephrine has a greater impact than IH on gene expression levels and profiles, (2) IH- and epinephrine-induced gene expression profiles are similar in terms of enrichment of biological processes (GO_BP), and (3) epinephrine has a greater effect than IH on gene expression associated with signaling pathways as assessed by KEGG pathway enrichment analysis.

We found that IH or epinephrine alone regulates leukocyte migration, angiogenesis, and cell matrix organization (GO_BP and KEGG) pathways in HAECs. These pathways are known to be regulated by various pathophysiologic changes such as oxidative stress, chronic inflammation, and sympathetic activation that occur in patients with OSA, and animals exposed to IH to model OSA^32^. Importantly, these pathways and molecular events are responsible for EC dysfunction, hypertension, and atherosclerosis in OSA. Both patients with OSA and animals exposed to IH have elevated oxidative stress with higher production of inflammatory cytokines and adhesion molecules and antioxidant agents have been shown to improve oxidative stress-associated endothelial dysfunction^31,32^.

Pathways we identified following IH are similar to the data from previous studies which evaluated the effect of IH on EC function showing upregulation of cytokines, adhesion molecules and antioxidant pathways^28–33^. Our studies did not show activation of HIF-1α or upregulation of HIF target genes. While the lack of upregulation in our studies is consistent with the results from Polotsky et al.^28^, other studies have shown that IH activates HIF in ECs. The disagreement among studies raises questions about the differences in IH models employed by studies including differences in the severity of hypoxia (0–10% O2), duration of exposure to hypoxia, duration of IH (i.e., number of cycles) and the type of ECs used (arterial vs. venous). Some of the studies used intermittent anoxia, which induced the expression of proinflammatory cytokines at the levels similar to what was observed with continuous hypoxia^28,29^. The effect of IH was reported to depend on the duration of exposure to IH^29^. Studies in HUVECs showing IH-induced increased permeability and expression of adhesion molecules used longer duration of exposure to hypoxia (30–40 min) to model OSA^30,31^ limiting the relevance of findings to humans with OSA. Lastly, Kaczmarek et al. exposed human coronary artery EC and dermal microvascular ECs to IH (1% O_2_) and found that IH induced the gene expression of adhesion molecules and inflammatory cytokines as well as HIF-1α in coronary ECs, nut not in dermal microvascular ECs suggesting that the response to IH may be vascular bed dependent^33^. These findings do not agree with the other studies that showed that IH may directly induce EC activation^28–33^ likely due to the differences in IH models used. Collectively, further studies are needed to standardize IH models to best mimic the changes in O_2_ levels that occur in patients with OSA. Such an approach is necessary to improve our understanding about the mechanisms and will also allow comparison between different studies, which is not possible due to substantial differences in the models used at this time.

Interestingly, although epinephrine and IH alone regulated many genes similarly, when exposed simultaneously, the combinatory effect of IH on epinephrine-induced gene expression was inhibitory. In fact, IH had an opposite effect on the epinephrine-induced gene expression and attenuated the effects of epinephrine. As expected from these data, when we compared the gene expression under IH with IH and epinephrine together, there were only few genes that were differentially expressed consistent with loss of epinephrine-effect on gene expression. While further studies will be needed to understand the exact mechanisms behind these unexpected findings, we speculate that one possibility is that IH may exert beneficial effects on the cardiovascular system by activating antioxidant pathways^46,47^, which then may provide protection by inhibiting catecholamine-induced oxidative stress^48–50^. Contrary to the notion that OSA, which is characterized by IH as its hallmark, is an independent risk factor for cardiovascular disease, several studies have shown that IH conditioning may be cardioprotective both in experimental models as well as humans^51^. IH conditioning reduces infarct size and cardiac arrhythmias, and improves postischemia myocardial function. While the mechanisms are not completely understood, the duration and intensity of IH is thought to play a role in its cardioprotective effects as opposed to the unwanted effects attributed in OSA^29,51^. Consistent with our findings on the effects of IH on the epinephrine-induced transcriptional response, a recent study showed that IH exposure reduced markers of endothelial dysfunction in humans^52^. Furthermore, our findings corroborate data from clinical trials that compared supplemental oxygen, which treats IH, with CPAP therapy, which treats both IH and catecholamine release^53–55^. These trials failed to demonstrate cardiovascular benefit of supplemental oxygen (treatment of IH only) compared to CPAP, which remains the gold standard therapy emphasizing the importance of other pathophysiologic changes including catecholamines playing a bigger role than IH in the pathogenesis of cardiovascular disease. Further studies are needed to better understand the specific roles and complex interaction between IH and catecholamines not only on ECs, but also other cells within the cardiovascular system and other organs. Although the oxygen tension in our model was lower than those used for IH conditioning, it remains to be determined what the optimal oxygen concentration is to achieve IH conditioning. Future studies using a range of oxygen concentrations in IH models will be required to determine whether the inhibitory effect of IH on epinephrine-induced gene expression.

In our analysis, *MT1G* was identified as one of the few genes that is induced by combination of IH and epinephrine. MT1G encodes metallothionein, which is a metal binding protein involved in regulation of free levels of zinc^42^. Metallothionein has been shown to play an important role in oxidative stress, inflammation, and stress-related cell damage^42,56^. EC metallothionein expression has been shown to be regulated by blood flow pattern. ECs in parts of aorta where atherosclerosis is more likely to occur (i.e., aortic arch) are exposed to disturbed flow with low sheer stress. ECs from these atheroprone areas have higher expression of metallothionein compared to ECs in other parts of aorta where blood flow pattern is normal^57^. Exposure of ECs to disturbed flow in vitro also causes increased expression of metallothionein, which leads to increased binding of zinc and consequently decreases levels of free zinc promoting adhesion of monocytes and supporting a role for EC activation and dysfunction^57^. Interestingly, atherosclerotic areas have been shown to contain higher levels of zinc^58^. Our results suggest that metallothionein induced by IH and epinephrine may play a role in the pathogenesis of cardiovascular disease in OSA. Future experiments will be required to determine whether *MT1G or* metallothionein plays a causal role in the effects of IH on endothelial activation in vivo.

Our manuscript has several limitations. Our OSA model focused primarily on IH as the severity of hypoxia is associated with cardiovascular disease and did not include other pathophysiologic changes that occur in OSA including intermittent hypercapnia. Therefore, we cannot exclude the possibility of intermittent hypercapnia or other pathophysiologic changes that occur during an apnea having an effect on EC gene expression. As mentioned above, we only employed a single IH model in our experiments and did not study the impact of duration or the severity of hypoxia on EC function and gene expression. Furthermore, while the epinephrine dose used in our studies^34^ is within the dosing range used in in vitro studies^59–61^. It is possible that that different concentrations of epinephrine may have different effects and the observed effects on gene expression may be dose dependent.

In conclusion, we found that both IH and epinephrine induce changes in gene expression in ECs. The effect of epinephrine on gene expression is greater than IH alone in terms of number of genes and the changes in the level of expression. Addition of IH attenuated and reversed the epinephrine-induced changes in gene expression in ECs. Our studies also identified new pathways affected by IH and epinephrine. Further investigation of these pathways will increase understanding of the mechanisms by which OSA causes cardiovascular disease.

## Methods

### Cells

We used only primary human aortic endothelial cells (HAECs) in our studies. HAECs were purchased from Lonza (Allendale, NJ) (CC-2535, lot number 000035034 or 000035998). Cells were grown in EGM-2 supplemented with SingleQuots from Lonza (CC-3156 and CC-4176) and Penicillin/Streptomycin/Amphotericin B Solution (Sigma). Epinephrine hydrochloride (Sigma) was solubilized in water and kept in − 20 °C in aliquots of 10 mM of concentration. All primary cultures were used from passage 5–7.

### In vitro exposure of HAECs to intermittent hypoxia

For in vitro studies, HAECs were exposed to alternating cycles of 5% O_2_ for 2 min followed by 20% O_2_ for 5 min on a cyclic perfusion system with a flow rate of 5 ml/min. HAECs were exposed to either normoxia (control) or IH contemporaneously. Normoxia (control) cells were also exposed to flow like IH-exposed cells under the same perfusion system. There is no sheer stress due to perfusion system. Hypoxic and normoxic media were prepared by bubbling of appropriate gases prior to experiments. Both hypoxic and normoxic circuit have independent pumps ensuring intermittent, but continuous flow of the conditioned media on a 4-chamber interconnected culture dish. The whole system was operated at 37 °C. The CO_2_ level in the control normoxia and IH exposure was at 5% and balance was N_2_. O_2_ levels in the individual hypoxic and normoxic medium were monitored by a galvanic dissolved oxygen probe (Oakton, DO 6+).

### RNA isolation and sequencing

Total RNA was isolated from HAECs using, GenElute™ Mammalian Total RNA Miniprep Kit and submitted to the University of Chicago Genomics Core Facility for sequencing with the Illumina NovaSEQ6000 sequencer (100 bp paired-end). Sequencing read (FASTQ) files were generated and assessed for per base sequence quality using FastQC. RNA-seq reads were pseudoaligned using Kallisto v.0.44.0 the at University of Chicago, CRI Gardner high performance computing cluster^62^. The Kallisto index was made with default parameters and the GENCODE (Release 39 (GRCh38.p13) and was run in quant mode with default parameters. Following pseudoalignment, we computed gene abundances using R package tximport v.1.18.0^63^. Differential expression was calculated between normoxia and hypoxia groups using R package edgeR^64^. edgeR performs read count filtering, normalization, estimating dispersion, and identification of differentially expressed genes. Differential gene expression was considered significant for genes with an FDR-adjusted *p* value ≤ 0.05 and fold change (FC) > 2. An absolute fold change ≥ 2 and false discovery rate (FDR) adjusted *p* value ≤ 0.05 were used to select and classify the significant DEGs. The raw RNA-seq data are accessible via GEO (GSE205050). https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE205050.

All volcano plots were drawn using ggplot2 R package. All heatmaps were generated with Pretty heatmaps R package pheatmap package from Z-score normalized expression values. https://cran.r-project.org/web/packages/pheatmap/pheatmap.pdf Pathway enrichment analyses were performed, and plots were created using R clusterProfiler package^65^ or using Enrichr search engine web interface on Enrichr database^66^. All packages were run on RStudio (2021.09.0 Build 351) with R version 4.0.3. We also performed gene set enrichment analysis using KEGG data^67^.

### Quantitative PCR

RNA was isolated GenElute™ Mammalian Total RNA Miniprep Kit and reverse transcribed using iScript Reverse Transcription Supermix (Bio-Rad, catalog number 1708841). Quantitative mRNA expression was determined by real-time quantitative PCR (qPCR) using iTaq Universal SYBR Green Supermix (Bio-Rad, catalog number 172-5121). *RPL19 was* used as a housekeeping gene, and gene expression was quantified using the ΔΔct method to determine relative fold-change. Primer sequences were used in this study are:

- *CD34* (5′-CTTGCTGAGTTTGCTGCCTTC-3′, 5′-AGGTAACTCTGGGGTAGCAGT-3′)
- *EFNA1* (5′-ACAGTTCAAATCCCAAGTTCCG-3′, 5′-CGTCTGCCACAGAGTGATCT-3′)
- *FABP4* (5′-AACTGGTGGTGGAATGCGT-3′, 5′-GGTCAACGTCCCTTGGCTTA-3′)
- *IRF1* (5′-CAACTTCCAGGTGTCACCCA-3′, 5′-CGACTGCTCCAAGAGCTTCA-3′)
- *JUNB* (5′-CCACCTCCCGTTTACACCAA-3′, 5′-GAGGTAGCTGATGGTGGTCG-3′)
- *MT1G* (5′-GCCCTGCTCCCAAGTACAAA-3′, 5′-GCAAAGGGGTCAAGATTGTAGC-3′)
- *NR4A1* (5′-CAGGACCTGTTGCTGGAGTC-3′, 5′-GCCTGGCTTAGACCTGTACG-3′)
- *PLA2G4C* (5′-CAACACTCCCTTCCCACTCG-3′, 5′-TAGCCCGGATGGTCTCGAA-3′)
- *RPL19* (5′-AGTATGCTCAGGCTTCAGAAGA-3′, 5′-CATTGGTCTCATTGGGGTCTAAC-3′)
- *SELE* (5′-CCAAAAGGCTCCAATGTGGC-3′, 5′-GCATCGCATCTCACAGCTTC-3′)

#### Statistics

The qPCR data were analyzed in Prism 9 (GraphPad Software Inc., La Jolla, CA). All data are shown as mean ± standard deviation (SD). To determine significance, we used non-parametric tests including Mann–Whitney to compare two groups and Kruskal–Wallis test to analyze data with more than two groups requiring multiple comparisons. Statistical significance was defined as *p < 0.05.

## Supplementary Information

Supplementary Figures.

## Data Availability

The raw source data for RNA-seq are accessible via GEO (GSE205050). https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE205050.

# Supplementary material for: Intermittent hypoxia inhibits epinephrine-induced transcriptional changes in human aortic endothelial cells
**Source:** Sci Rep. 2022 Oct 13;12:17167. doi: 10.1038/s41598-022-21614-5
**Supplement:** Supplementary file 1 — Supplementary Figures.

## Supplementary Figure 1

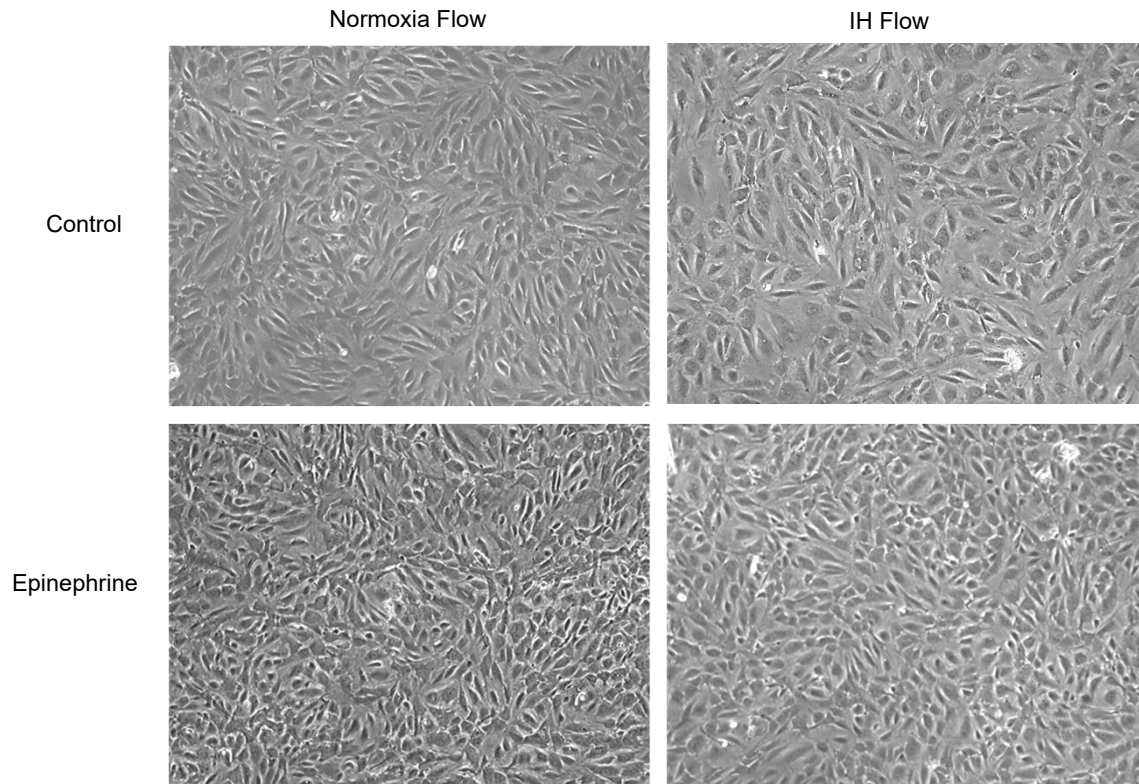

**Supplementary Figure 1. Intermittent hypoxia does not cause any morphological changes in human aortic endothelial cells compared to control normoxia exposed cells.** Images of human aortic endothelial cells were exposed to normoxia (20% O<sub>2</sub>) or IH (5% O<sub>2</sub>) for 60 cycles and treated with either control or epinephrine (10 μM).

Supplementary Figure 2

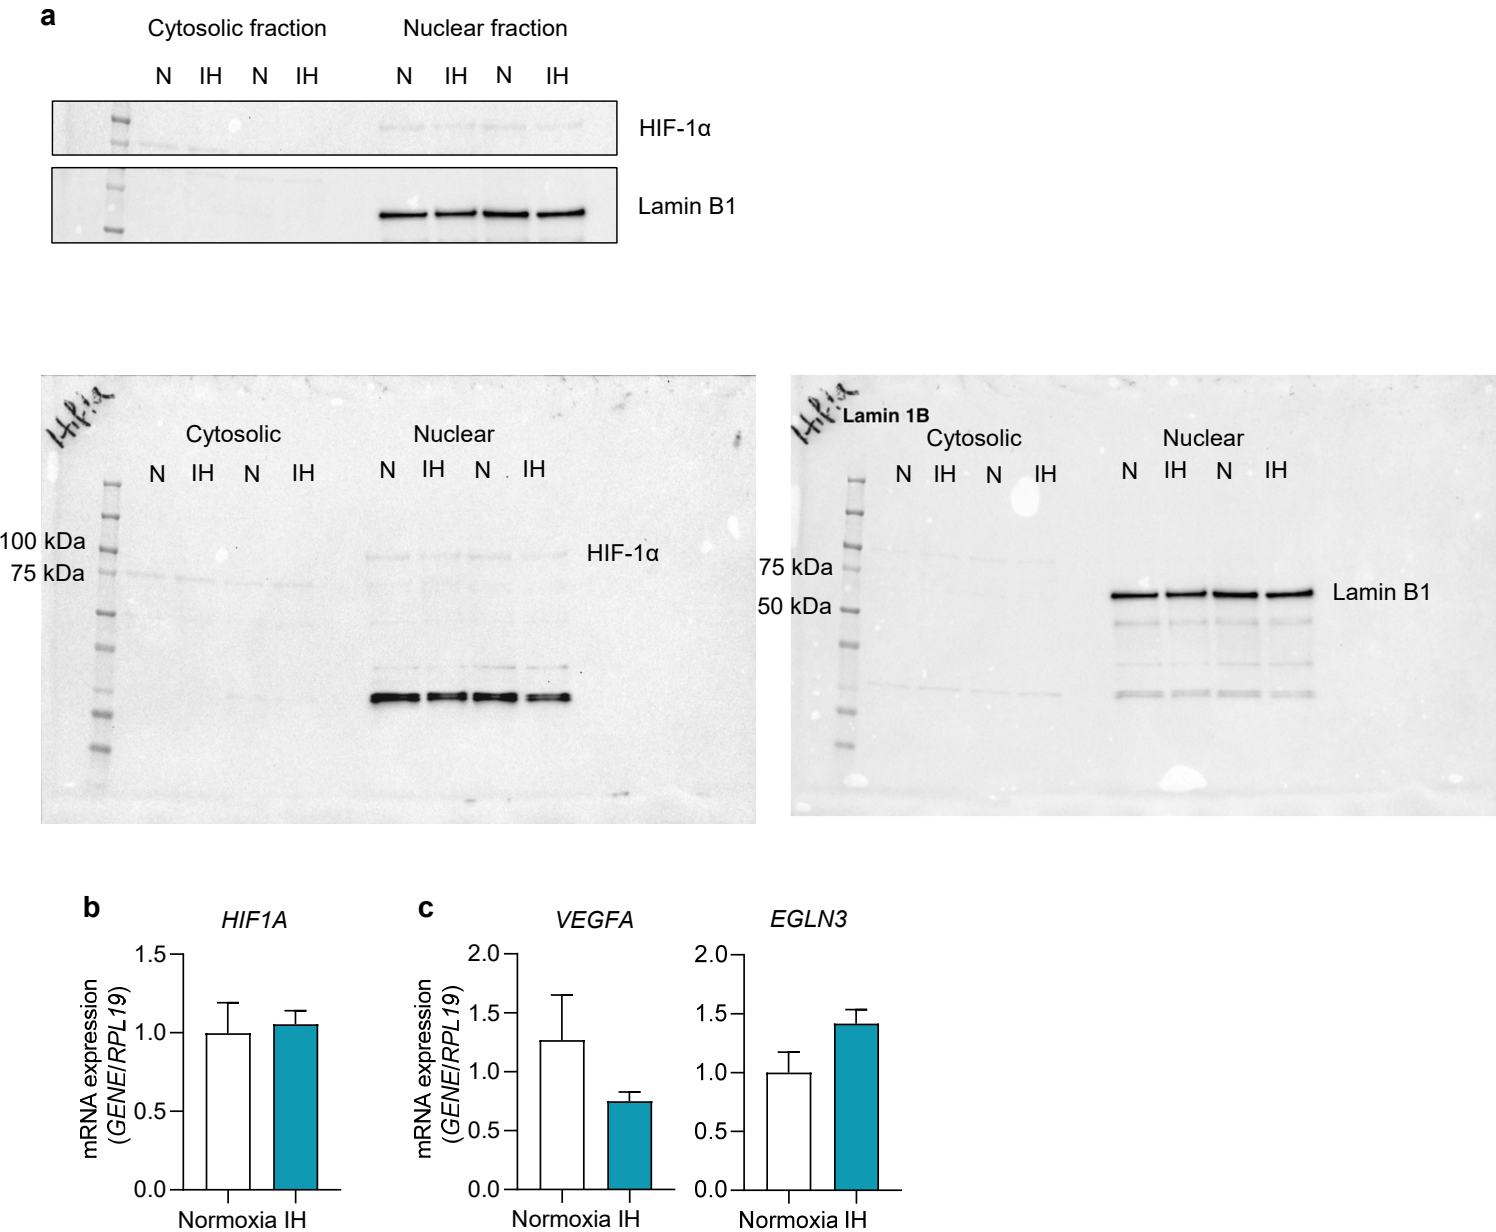

**Supplementary Figure 2. Intermittent hypoxia does not induce HIF-1α or its target genes in human aortic endothelial cells.** Human aortic endothelial cells were exposed to normoxia (N) (20% O<sub>2</sub>) or IH (5% O<sub>2</sub>) for 60 cycles. **(a)** HIF-1α protein expression was assessed by Western blot in cytosolic and nuclear fractions (full length, uncropped images were also provided) and **(b)** *HIF1A* gene expression and **(c)** HIF target gene (*VEGFA* and *EGLN3*) expression were assessed by qPCR.

How the deposited data were processed for this re-analysis (not part of the article)

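RNA was measured in 12 libraries of human aortic endothelial cells, 3 each from normoxia, epinephrine under normoxia, IH, and IH + epinephrine. The authors pseudoaligned paired reads with kallisto 0.44.0 and deposited one table per library. For every transcript the authors list the estimated count, which is an expected count, together with the TPM value and the effective length. The estimated counts are not scaled for depth or length, and each table holds one library. The paper names GENCODE 39 for the index, and tximport 1.18.0 and edgeR for the analysis.

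Transcripts were matched by identifier to GENCODE 44 on GRCh38. Of the transcripts, 167067 had a match, 153003 of them with the same version, and the matched transcripts held 96.6% to 96.8% of the counts of a library. Unmatched transcripts were left out. Counts were summed over the transcripts of a gene and rounded. The deposited TPM values and effective lengths were used for the average transcript length offset and the length-scaled counts.

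Library totals lay between 23913171 and 32764700 estimated counts, with a median of 26863308. At that depth a gene with 3 counts or fewer in every library of a group was treated as at the floor, and a fold against such a group is a lower bound. Mitochondrial genes took 1.90% to 2.66% of the counts. For pairs of replicates of a group, the chi-square per degree of freedom against Poisson noise lay between 4.84 and 29.8, and the correlation of log CPM between 0.983 and 0.988. The common biological coefficient of variation was 0.118.

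Genes were filtered with filterByExpr (minimum count 10, minimum total 15), which left 14037, and scaled by TMM, with factors between 0.963 and 1.02. The 4 groups were fitted together in edgeR 4.0.16 (estimateDisp, glmQLFit, glmQLFTest), with 8 residual degrees of freedom. Contrasts between pairs of groups and the interaction were tested. A gene was differentially expressed at a Benjamini-Hochberg adjusted p of 0.05 or less and an absolute log2 fold change of 1 or more. Gene lists were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01, with adjustment over the 14 lists. These lists were compiled by hand before any value was seen, since Gene Ontology and KEGG sets were not used. Distances between libraries used the 500 genes that differed most in each pair, with exact permutation over 10 divisions. R 4.3.3, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. CPM means are given ± SD over 3 libraries.

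Replicate numbers come from the sample titles. It is not known whether the same number marks cultures handled together, so each comparison was also fitted with the number as a block, and the correlation of same-numbered libraries around their group means was computed.

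Genes named in the text are those the paper names in its text and in Figs. 1b, 2b, 3a, 4b, 4c and 4f. To these were added, in each of the 4 comparisons of the paper, the 5 genes with the largest rise and the 5 with the largest fall among differentially expressed genes without overlap between groups, and members of the gene lists. Shared sequence was measured as the share of the distinct 31-base sequences of the transcripts of a gene that occur in transcripts of another gene.

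The procedure was tested on simulated counts with 195 changed genes among 13851. Of these, 179 (91.8%) were called, with 4 false calls (2.19%), and 138 (70.8%) were called for the interaction. All simulated epinephrine effects lay above the fold change threshold, and far fewer genes were changed than were called in the real data. These shares are therefore not the sensitivity for the real data. A response reduced to a slope of 0.25 was recovered as 0.240.

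The alternatives were upper quartile scaling, DESeq2, no count filter, at least 10 counts in every library, an average transcript length offset, length-scaled counts, the likelihood ratio test, the legacy and robust quasi-likelihood fits, only the libraries compared, the replicate block, other thresholds, a test against a fold change of 2, and each library left out in turn. Gene lists were also tested with the fry rotation test and with an estimated inter-gene correlation. Filters on CPM, protein-coding genes only, and a GC correction were added after the values were seen. Results from quantitative PCR and protein measurements were not analysed here.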

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

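The tests of inactive epinephrine, transcript length, adrenergic receptors and genes already moved by IH were chosen only after the result was seen.

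A difference between groups appears in the response to epinephrine, tested as the interaction of IH and epinephrine. Of 14037 genes, 1337 had an interaction past both thresholds. Among the genes the paper names, the interaction log2 fold change was -3.92 for EFNA1, -4.52 for JUNB, -3.13 for NRARP, -2.75 for IRF1, -2.47 for NR4A1, -2.56 for CD34 and -2.00 for PLA2G4C. It was 2.27 for AHR, 1.603 for KITLG and 1.92 for DKK1. For DKK1 the epinephrine effect was -0.47 in normoxia and 1.45 under IH (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.16 and 0.012). For gene lists the interaction was 1.22 in S phase, 1.90 in G2/M phase, 1.21 in DNA replication, -0.63 in leukocyte adhesion and migration, -0.40 in the extracellular matrix, -0.76 in blood vessel development and -1.71 in cAMP and immediate early genes.

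Technical explanations were tested in turn. Choosing genes for a large effect makes a second measurement smaller, but the epinephrine effect in a left-out pair kept a slope of 0.706 on the effect used for choosing, against 0.0868 under IH. After every library was thinned to the smallest, 1307 genes had an interaction. A GC correction gave 1273, and 1244 with the replicate number as a block. Removing the 100 most abundant genes gave 1333, and the transcript length offset 1179. Outside the cell cycle lists the slope was 0.0944 over 1627 genes. If the epinephrine under IH had been wholly absent or inactive, the genes that differ between IH + epinephrine and IH would not follow its direction, yet 84.0% did. A lower effective dose of epinephrine would also give this and was not tested. Departure from one common fraction of the response was detected in 5.73% of the genes at an adjusted p of 0.05 or less over the list (99 genes, and 334 at an unadjusted p under 0.05). One fraction for every gene therefore does not describe these, but a uniform loss in most genes is not ruled out.

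Relabeling libraries within replicate numbers 100 times gave as many interaction genes in 5 cases, the real one included, and as many gene lists in 7. Of the 4 other cases for genes, 2 put the epinephrine contrast in place of the interaction in all 3 replicate numbers and 2 mixed both contrasts. Relabeled counts had a median of 0 and a highest value of 2007. Each of these 4 carries the large epinephrine contrast, so they are not groupings free of a treatment effect. A share of 5 in 100 is not under 0.05, but for that reason it does not show that chance gives as many genes.

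Genes that IH alone already moves in the epinephrine direction leave less room for epinephrine. Over the 357 epinephrine genes whose log2 fold change under IH was within 0.25 of zero, the slope was 0.214, and the interaction opposed epinephrine in 239 of them. The mean log2 fold change of the 4 adrenergic receptor genes tested was 0.93 under IH, so lower receptor mRNA is not a candidate explanation. A lower response of the cells to epinephrine under IH may be put forward only as a hypothesis, found and tested on the same libraries, and it cannot be told apart from a lower effective dose of epinephrine in the IH + epinephrine cultures.

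A signal also appears in a comparison the paper does not report. Between IH + epinephrine and normoxia, 602 genes were differentially expressed (358 higher, 244 lower), and 591 with the replicate number as a block. The real division was the 1 split of 4 that part same-numbered libraries with as many genes, where the others gave at most 2. With 4 such splits the share cannot fall under 1 of 4, so it decides nothing about chance.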

How the results depend on the processing

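Alternatives were set before the data were examined, except the filters on CPM, protein-coding genes only, and the GC corrections, which were chosen after the values were seen. For the results below whose value changed, the cause was not tested. For genes, every alternative listed at the start was run, except that the interaction needs all 4 groups and has no value with only the groups compared. Gene lists were run with fewer, namely the fry rotation test, the estimated inter-gene correlation, the replicate block and upper quartile scaling. The length offset, at least 10 counts in every library and each library left out were run for them too. The gene lists of epinephrine against IH were tested in the main fit only. MT1G and other weakly expressed genes, ZNF804A, ENPP2 and TMEM100 among them, have no value under filters they do not pass.

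Of 1037 values of the main results under alternatives, 963 kept their direction and their side of the threshold or stayed within the allowed range. For 129 gene results, 3700 of 3906 values did, 153 lost the threshold, 40 gained it and 13 changed sign. In 59 gene results nothing changed under any alternative run.

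Thresholds moved the numbers of differentially expressed genes most. Without the fold change threshold there were 3263 for IH, 7323 for epinephrine, 3997 for IH + epinephrine against epinephrine, 288 against IH, 4830 for the interaction, 4983 for epinephrine against IH and 3935 for IH + epinephrine against normoxia. IH and epinephrine then shared 2635 genes, and 1086 of the genes raised by IH were higher with epinephrine. In the same order, a test against a fold change of 2 gave 22 (4 up, 18 down), 609 (340 up, 269 down), 72 (24 up, 48 down), 2 (2 up, 0 down), 290 (172 up, 118 down), 113 (74 up, 39 down) and 46 (28 up, 18 down). Of the 22 genes, 100% (22) were shared, and 3 of the 4 raised by IH were higher with epinephrine (75%). At an adjusted p of 0.01, IH + epinephrine against IH gave 22, 70 genes raised by IH were higher with epinephrine, and 86.2% of IH genes were shared.

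Filters on low counts came next. With more than 5 CPM in every library there were 163 (47 up, 116 down), 698 (371 up, 327 down), 198 (102 up, 96 down), 10 (10 up, 0 down), 621 (292 up, 329 down), 279 (144 up, 135 down) and 193 (75 up, 118 down). Then 146 genes were shared (89.6%) and 31 raised by IH were higher with epinephrine. The share was 84.0% with more than 1 CPM in 3 libraries, 84.9% with at least 10 counts in every library and 83.6% with the transcript length offset. With at least 10 counts, 87 genes raised by IH were higher with epinephrine and the metallothionein list rose by 0.48 between IH + epinephrine and epinephrine (limma's camera test, adjusted p = 0.18). DESeq2 put 68.8% of the genes raised by IH higher with epinephrine, and the likelihood ratio test gave 85 genes for IH + epinephrine against IH.

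The distance of IH + epinephrine from IH reached the smallest exact one-sided permutation p of 0.1 with all genes (0.029) and with at least 10 counts (0.089). With the replicate block removed it was 0.26, but that step by itself favors divisions that part same-numbered libraries, the real one among them, so its permutation p is not a valid test.

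With an inter-gene correlation estimated from the data, many gene lists lost the threshold in limma's camera test. Of the 14 lists, those past it went from 10 to 6 under IH, 11 to 5 with epinephrine, 10 to 0 between IH + epinephrine and epinephrine, 3 to 1 against IH and 11 to 4 in the interaction. Lists that lost the threshold are given with their means, and with adjusted p in parentheses. Not all of them are named for IH, for IH + epinephrine against epinephrine, and for the interaction. Under IH the named lists were cholesterol synthesis -0.58 (0.23), cytokines and chemokines 0.79 (0.12) and blood vessel development 0.40 (0.055). With epinephrine they were leukocyte adhesion and migration 0.78 (0.050), cytokines and chemokines 1.13 (0.23), blood vessel development 0.69 (0.079), targets of hypoxia-inducible factor 0.41 (0.23), cAMP and immediate early genes 1.52 (0.14) and cholesterol synthesis -0.92 (0.23). Between IH + epinephrine and epinephrine they were G2/M phase 0.67 (0.28), extracellular matrix -0.12 (0.43), blood vessel development -0.36 (0.28), cAMP and immediate early genes -1.06 (0.28) and metallothioneins 0.95 (0.28). Against IH they were targets of hypoxia-inducible factor 0.15 (0.35) and extracellular matrix 0.13 (0.35), and the fry rotation test of limma gave 0.076 for both. In the interaction they were leukocyte adhesion and migration -0.63 (0.065), extracellular matrix -0.40 (0.050), blood vessel development -0.76 (0.050) and cAMP and immediate early genes -1.71 (0.13). The cell cycle lists under IH and with epinephrine kept the threshold.

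Across the 12 fits that each left out 1 library, the share of IH genes also changed by epinephrine ran from 76.5% to 84.8%, and genes for IH + epinephrine against IH from 23 to 50. The share of genes raised by IH that were higher with epinephrine ran from 51.3% to 62.3%. The mean of the targets of hypoxia-inducible factor under IH ran from -0.084 to 0.014, that of the extracellular matrix between IH + epinephrine and epinephrine from -0.14 to -0.072, and that of the metallothioneins from 0.86 to 1.13.

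Signs changed in few results, none past a threshold. The targets of hypoxia-inducible factor had 0.015 under IH with upper quartile scaling. HIF1A under IH had -0.0065 with DESeq2, -0.035 without a count filter, -0.018 with at least 10 counts, -0.011 with the length offset, -0.012 with length-scaled counts, -0.016 with only the groups compared and -0.0025 with more than 1 CPM. Single libraries left out gave HIF1A -0.012 to 0.013. SELE with epinephrine ran from -0.37 to 0.63 when single libraries were left out. The interaction of SEMA3A was 0.28 with the length offset and 0.18 with length-scaled counts.

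Depth limits MT1G, which had 0 to 5 counts in normoxia, and genes under 5 CPM, which make up 46.5% of the genes changed by IH.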

Differences from the paper's values

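Values marked as the paper's come from its text unless a figure is named. The number of alternatives set before the data were examined is 26 for each value, and 25 for MT1G. An alternative is said to fall within the paper's value when the larger number is at most 1.5 times the smaller, or, for a log2 fold change, when the difference is within the standard error.

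For IH against normoxia, 454 genes were differentially expressed against the paper's 184, and 225 were higher against the paper's 50. None of the alternatives closed either gap, with totals from 22 to 3263. For genes lower under IH, 229 against the paper's 134, an adjusted p of 0.01 gave 200, within the paper's value, and the other 25 did not.

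For epinephrine against normoxia, 1728 genes stood against the paper's 635, with 999 higher against the paper's 329 and 729 lower against the paper's 306. A test against a fold change of 2 gave 609, 340 and 269, within the paper's values, and the other 25 did not.

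For IH + epinephrine against epinephrine, 548 genes stood against the paper's 184, with 266 higher against the paper's 85 and 282 lower against the paper's 99. No alternative fell within these values, with totals from 72 to 3997. For IH + epinephrine against IH, 43 genes stood against the paper's 11, and no alternative fell within it, with totals from 2 to 288.

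Between the IH and epinephrine lists, 364 genes were shared against the paper's 170, and 90 were changed by IH alone against the paper's 14, with no alternative within either. For genes changed by epinephrine alone, 1364 against the paper's 465, a test against a fold change of 2 gave 587, within the paper's value, and the other 25 did not.

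One filter, more than 5 CPM in every library, chosen after seeing the values, fell within the paper's value for all of these counts. It gave 163 genes (47 higher, 116 lower) for IH, 698 (371 higher, 327 lower) for epinephrine, 198 (102 higher, 96 lower) for IH + epinephrine against epinephrine and 10 against IH. It left 146 shared genes, 17 for IH alone and 552 for epinephrine alone. MT1G, JUNB and IRF1, which the paper gives as upregulated, do not pass this filter.

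The log2 fold change of FABP4 under IH was 1.46 against the paper's value of about 2.1 in Fig. 1b, read by eye. It was 1.76 without normoxia replicate 3, within the paper's value, and the other 25 were not. With epinephrine, FABP4 had 1.74 against the paper's about 2.2 in Fig. 2b, read by eye. The length offset (1.78), length-scaled counts (1.79), the replicate block (1.79), the fit without normoxia replicate 3 (2.04) and that without epinephrine replicate 1 (2.00) fell within it, and the other 21 did not. For NR4A1 with epinephrine, 3.21 stood against the paper's about 2.9 in Fig. 2b, read by eye. The length offset (2.93), length-scaled counts (2.91) and the fit without epinephrine replicate 2 (3.04) fell within it, and the other 23 did not.

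For IH + epinephrine against epinephrine, EFNA1 had -2.53 against the paper's about 0.2 in Fig. 4b, NR4A1 -1.53 against the paper's about 0.6 in Fig. 4b, and CD34 -1.26 against the paper's about -0.1 in Fig. 4b, all read by eye. No alternative fell within these. MT1G had 3.31 against the paper's about 3.9 in Fig. 4b, read by eye. It was 3.69 without epinephrine replicate 1 and 3.51 without IH + epinephrine replicate 2, within the paper's value, and the other 23 were not. Read by eye, the values of labelled genes in Fig. 4b equal those in Fig. 4f, which compares IH + epinephrine with IH. In that comparison MT1G had 4.07 against the paper's about 3.9, and EFNA1 ran from 0.087 to 0.30 over the alternatives. Whether a panel or its labels were exchanged is not known, so the differing signs may not concern the same comparison.

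The paper lists IL6 as higher and TNFAIP8L3 as lower with IH + epinephrine than with IH. IL6 had a log2 fold change of 1.27 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.077) and was not called. Its adjusted p was 0.0023 with DESeq2, 0.036 without a count filter, 0.0070 with the edgeR likelihood ratio test and 0.048 without IH + epinephrine replicate 1, and over the alternatives it ranged up to 1. TNFAIP8L3 had -0.13 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.25) and was called under no alternative. The paper gives MT1G as the most significant gene raised by adding IH to epinephrine, where it ranked 76 by p-value of 266.

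Of the genes the paper lists as specific to IH, CRACR2B was called for both treatments. It was called for IH alone with DESeq2, without a count filter, with at least 10 counts in every library, and without epinephrine replicate 2 or epinephrine replicate 3. RRAGB (0.98), SMARCD3 (0.93), CYREN (0.68), CASP4LP (0.97) and TNFAIP8L3 (-0.15) were not called for IH. RRAGB was called under upper quartile scaling, the length offset, no fold change threshold, and without normoxia replicate 3 or IH replicate 3. CASP4LP was called under the length offset, length-scaled counts and without normoxia replicate 3, SMARCD3 without the fold change threshold and without normoxia replicate 3. CYREN was called under the length offset, length-scaled counts and without the fold change threshold, and TNFAIP8L3 without the fold change threshold. The paper draws JUNB in a map of genes raised by IH, and it had 1.14 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.14). It was called with the edgeR likelihood ratio test (adjusted p = 0.028) and with the replicate block in edgeR (Benjamini-Hochberg adjusted p = 0.049), and under none of the other 24.

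The paper puts SELE first among genes raised by IH and EFNA1 first among those raised by epinephrine. By log2 fold change SELE ranked 13 of 225 and EFNA1 11 of 999, and each ranked 1 among genes with at least 5 CPM in both groups. With at least 5 CPM in either group they ranked 3 of 80 and 5 of 549. Both limits were chosen after seeing the values.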

Other observations

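The tests of normoxia cultures, of reads and zinc for MT1G, and of low counts were chosen only after the result was seen.

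Each number of differentially expressed genes was set beside other divisions of its 6 libraries, counting those that part all same-numbered libraries. For IH against normoxia, epinephrine against normoxia, IH + epinephrine against epinephrine, IH + epinephrine against IH, and epinephrine against IH, 1 of 4 divisions, the real one, gave as many. In the same order, fits of the 6 libraries alone gave 421, 1685, 514, 34 and 790 genes for the real division and at most 1 for the others. With 4 divisions the share cannot fall under 1 of 4, so this share could not have set any grouping apart and decides nothing about chance. For gene lists, 2 of 4 divisions gave as many for IH, 2 of 4 for epinephrine, 2 of 4 for IH + epinephrine against epinephrine and 4 of 4 against IH. The numbers of gene lists past the threshold do not set these groupings apart from others.

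IH and epinephrine changed shared genes in one direction. Shared normoxia libraries raise such a likeness, but the correlation across genes was 0.445 with separate normoxia libraries. With a GC correction, 80.9% of IH genes were also called for epinephrine. Of the shared genes, 79.1% were also changed in the same direction by IH + epinephrine against normoxia. That share is what a common response would give, and also what normoxia cultures that differ from the other 3 groups for another reason would give, so these cannot be told apart. Of 100 relabelings of the 9 libraries within replicate numbers, 6, the real one with 370 included, gave as many shared genes. Of the 5 others, 1 kept normoxia as the reference and 4 had epinephrine as the reference. A common response of the cells to both treatments may explain the likeness only as a hypothesis.

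MT1G rose with IH + epinephrine against IH by a log2 fold change of 4.07. If reads of its relatives had been assigned to it, those would rise as much, and the largest rise among the other metallothioneins tested was 1.34, in MT1A. MT1H was not tested, and it shares 29.9% of its 31-base sequences with other genes, most with MT1G. It was at the floor under IH and at least 1.46-fold higher with IH + epinephrine, so the size of its rise is not known. Without the highest library the MT1G value was 3.96. Zinc induces metallothioneins together with other genes. The mean log2 fold change of the other zinc-responsive genes was 0.091, but it covers 4 genes, 2 higher and 2 lower, whose changes cancel. SLC30A1 among them had 0.26 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.19). The rise of MT1G therefore cannot be told apart from a response to free zinc. The interaction of MT1G was not past the threshold.

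More genes were differentially expressed than the paper reports. Genes with low counts may account for this. Among genes with more than 5 CPM in every library, the number of genes and the paper's differed by a factor of at most 1.13 in the 4 comparisons, in either direction. A filter reaching the paper's numbers does not show which filter the paper used. MT1G, JUNB and IRF1 do not pass the filter of more than 5 CPM in every library. The paper gives all of them as upregulated, which argues against its having used exactly this filter.

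Targets of hypoxia-inducible factor, as a list of 24 genes, changed by a mean log2 fold change of -0.024 under IH (limma's camera test, Benjamini-Hochberg adjusted p = 0.64) and by 0.41 with epinephrine (limma's camera test, Benjamini-Hochberg adjusted p = 0.0083), with all epinephrine libraries above all normoxia libraries. VEGFA changed by -0.083 under IH and EGLN3 by 0.47 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.63 and 0.34).

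Of the genes changed by epinephrine, 108 (6.25%) kept over 0.5 of their response under IH. For SEMA3A, epinephrine gave a log2 fold change of 3.00 in normoxia and 2.62 under IH. The values were 1.59 and 1.38 for ADAMTS4, and 1.27 and 1.07 for RGS5. They were -1.50 and 0.72 for ITGB8, and 1.12 and -0.68 for VIPR1. RGS5, ITGB8 and VIPR1 were chosen after their values were seen. The length offset and length-scaled counts changed the sign of the interaction of SEMA3A, to 0.28 and 0.18.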
